# *Botryococcus terribilis* Ethanol Extract Exerts Anti-inflammatory Effects on Murine RAW264 Cells

**DOI:** 10.3390/ijms24076666

**Published:** 2023-04-03

**Authors:** Shinya Takahashi, Farhana Ferdousi, Seri Yamamoto, Atsushi Hirano, Sachiko Nukaga, Hiroyuki Nozaki, Hiroko Isoda

**Keywords:** anti-inflammation, *Botryococcus*, microalgae, RAW264 cells, AXL inhibitor, DNA microarray

## Abstract

The present study aimed to evaluate the effects of *Botryococcus terribilis* ethanol extract (BTEE) on lipopolysaccharide (LPS)-induced inflammation in RAW264 cells. BTEE significantly attenuated LPS-induced nitric oxide production and inflammatory cytokines release, including *Ccl2*, *Cox2*, and *Il6*. On the other hand, several anti-inflammatory mediators, such as *Pgc1β* and *Socs1*, were increased in BTEE-treated cells. Further, we performed an untargeted whole-genome microarray analysis to explore the anti-inflammatory molecular mechanism of BTEE. Enrichment analysis showed BTEE significantly downregulated ‘response to stimulus’, ‘locomotion’, and ‘immune system response’ and upregulated ‘cell cycle’ gene ontologies in both 6- and 17-h post-LPS stimulation conditions. Pathway analysis revealed BTEE could downregulate the expressions of chemokines of the CC and CXC subfamily, and cytokines of the TNF family, TGFβ family, IL1-like, and class I helical. PPI analysis showed AXL receptor tyrosine kinase (*Axl*), a receptor tyrosine kinase from the TAM family, and its upstream transcription factors were downregulated in both conditions. Node neighborhood analysis showed several *Axl* coexpressed genes were also downregulated. Further, kinase enrichment and chemical perturbation analyses supported *Axl* inhibition in BTEE-treated conditions. Altogether, these findings suggest anti-inflammatory effects of BTEE that are mediated via the suppression of pro-inflammatory cytokines and predict its potential as an *Axl* inhibitor.

## 1. Introduction

Inflammation is a biological defense response that protects the host from various stimuli, such as invading infectious microorganisms—bacteria and viruses, physical stimuli—burns and frostbite, and ultraviolet light [1].

In mammals, there are two types of inflammation: acute and chronic [2,3]. Acute inflammation is short-lived and disappears when the role of the inflammatory response is over. However, if that acute inflammation persists or the substances that promote inflammation are not removed, it can become chronic. Chronic inflammation is not a specific disease but a mechanistic process that can lead to long-term tissue destruction and functional impairment. It is a crucial factor causing almost all potentially disabling or life-threatening illnesses, including cardiovascular diseases, diabetes, cancer, arthritis, neurological diseases, and bowel diseases. Therefore, it is essential to prevent chronic inflammation to reduce the risk of chronic diseases and improve quality of life. 

The most conventional drugs used for managing chronic inflammation include over-the-counter nonsteroidal anti-inflammatory drugs (NSAIDs) and prescribed drugs—corticosteroids, statins, etc. However, gastrointestinal, cardiovascular, hepatic, renal, brain, and pulmonary side effects of NSAIDs and steroids are well-known [4,5]. Therefore, in recent years, much attention has been devoted to exploring anti-inflammatory natural products and dietary supplements with fewer side effects that may remove inflammation triggers and alleviate inflammation-induced chronic diseases [6,7].

Recently, algae have been reported to produce a variety of compounds, such as polysaccharides, lipids, proteins, and pigments [8]. Algae are photosynthetic organisms that grow in various habitats, including lakes, rivers, and sewage systems. Large algae (seaweeds) and microalgae (single cells) are the two main categories of algae. It is also worth mentioning that algae can be mass-produced. Moreover, they can withstand a wide range of temperatures, salinities, and pH levels [8]. Because of these characteristics, algae have the potential to be a valuable natural resource for novel bioactive compounds.

Several bioactivities have been found in many species of algae. For example, the *Aurantiochytrium mangrovei* 18W-13a and *Aurantiochytrium limacinum* 4W-1b contain several bioactive substances, such as squalene, and have anti-inflammatory properties [9,10]. In addition, carotenoids from *Haematococcus pluvialis* and *Dunaliella salina*, and hydrocarbons from *Chlorella vulgaris* and *Phaeodactylum tricornutum*, have been reported to have anti-inflammatory properties [11,12,13,14].

*Botryococcus*, a type of freshwater green microalgae, can accumulate large amounts of hydrocarbons. While its potential as a petroleum substitute is garnering attention, it has also been discovered to be beneficial as a useful bioresource. Recently, microalgal extract from the green algae, *Botryococcus braunii*, has been shown to promote neurogenesis in mice by stimulating energy production, exerting anti-stress and anti-depressant effects, and suppressing neuroinflammation. [15]. *Botryococcus terribilis* (BT), a recently identified *Botryococcus* strain, is one of the most common species in Cuba and southern Spain, with a tropical distribution [16]. HPLC analysis of the BT extract identified two major compounds: methylated-meijicoccene, a new molecule, and C32 botryococcene, a triterpene [17]. In BT extract, methylated-meijicoccene is present abundantly at 42.7%. Our earlier studies have shown that BT and its components may promote hair growth [17] and exhibit antidepressant-like properties [18]. However, its comprehensive bioactive potential remains to be explored. 

In this present study, we investigated the anti-inflammatory effects of ethanol extract of BT (BTEE) in lipopolysaccharide (LPS)-stimulated RAW264 cells, a macrophage-like cell, originating from Abelson leukemia virus-transformed cell line derived from BALB/c mice [19]. RAW264 cells exhibit a reasonably stable, mature, and adherent macrophage phenotype, a high proliferation rate, and maintain functional characteristics such as nitric oxide (NO) production in response to LPS stimulation for up to 30 successive passages [20]. Therefore, RAW 264 cells have been widely used for preliminary screening of natural products with anti-inflammatory activities and to predict their prospective effect in vivo or on primary cells. We further performed an untargeted whole-genome transcriptomic analysis on BTEE-treated and LPS-stimulated RAW264 cells for the prediction of the interaction of BTEE on possible molecular targets and biological pathways.

## 2. Results

### 2.1. Cytotoxic Effect of BTEE on RAW264 Cells

RAW264 cells were treated with BTEE diluted at 1/2000 (0.05 mg/mL), 1/1000 (0.1 mg/mL), and 1/500 (0.2 mg/mL). The cytotoxicity of BTEE was evaluated using the MTT assay. BTEE showed no significant cytotoxicity up to the concentration of 0.1 mg/mL (Figure 1A).

### 2.2. Effect of BTEE on LPS-Induced Nitric Oxide Production

Nitric oxide (NO) is a signaling molecule that plays a critical role in the immune system [21]. The overproduction of NO has been implicated in a variety of pathophysiological conditions [22]. Therefore, suppression of NO production has become an important target in treating inflammation. Consequently, we examined the effect of BTEE on LPS-induced NO production.

Upon LPS stimulation, NO production was not significantly increased until 6 h; however, NO content significantly increased after 16 h of LPS stimulation. Therefore, we examined the effects of BTEE on NO production after 16 h of LPS stimulation.

We found that BTEE pretreatments for 24 h at the dilutions of 1/2000 (0.05 mg/mL), 1/1000 (0.1 mg/mL), and 1/500 (0.2 mg/mL) could significantly reduce NO production 16 h post-LPS stimulation in a dose-dependent manner (Figure 1B).

### 2.3. Effects of BTEE on Gene Expression of Inflammatory Mediators

As described above, BTEE was found to have an anti-inflammatory effect. Therefore, we next evaluated whether pretreatment with BTEE could alter the expression of representative inflammation-related mediators, C-C motif chemokine ligand 2 (*Ccl2*), interleukin 1 beta (*Il1b*), inducible nitric oxide synthase (*iNos*), cyclooxygenase 2 (*Cox2*)*,* tumor necrosis factor (*Tnf*), and interleukin 6 (*Il6*), in RAW264 cells. 

Before LPS stimulation, no significant difference was observed in *Ccl2*, *Cox2*, *iNos*, *Tnf*, and *Il1b* expression between control (BTEE-) and BTEE-treated (BTEE+) conditions (Figure 2A). At 6 h of LPS stimulation, there was no expression of *Il6*. In addition, there was no change in *Tnf* expression. Significant decreases were observed in *Ccl2* and *iNos* expressions and a decreasing trend was observed in *Il1β* expression (Figure 2B). At 17 h of LPS stimulation, *Ccl2*, *Cox2*, *Tnf*, and *Il6* were significantly decreased in the BTEE-treated cells compared to control cells (Figure 2C). *Il1b* showed a decreasing trend (Figure 2C). However, there was no change in *iNos* expression. Previous studies demonstrated that the mRNA expression of iNos reaches its peak from 6 to 8 h after LPS stimulation and then gradually decreases with time [23,24], which may explain the very low expression of *iNos* at 17 h post-LPS stimulation in our study (Figure 2C). Additionally, in RAW264 cells, iNOS mRNA and protein expressions are found to diminish before NO content reaches its maximum. A high level of NO content is found long after iNOS protein and mRNA expressions begin to decline [24], which is consistent with our observation of high NO content 16 h after LPS stimulation (Figure 1B).

### 2.4. Effects of BTEE on mRNA Expressions of Anti-Inflammatory Mediators

As described above, treatment with the BTEE on RAW264 cells suppressed the gene expressions of inflammatory mediators. Therefore, we next evaluated whether pretreatment with BTEE could alter the gene expressions of representative anti-inflammatory mediators, peroxisome proliferator-activated receptor-gamma coactivator 1 beta (*Pgc1b*), activating transcription factor 3 (*Atf3*), and suppressing cytokine signaling 1 (*Socs1*), in RAW264 cells.

Before LPS stimulation, there was no significant difference in the expressions of *Pgc1b*, *Atf3*, and *Socs1* (Figure 2A). At 6 h of LPS stimulation, *Atf3* tended to decrease, *Pgc1b* remained unchanged, and *Socs1* tended to increase in BTEE-treated cells compared to control cells (Figure 3B).

At 17 h of LPS stimulation, *Atf3* was significantly decreased, *Socs1* showed a decreasing trend, and *Pgc1b* showed an increasing trend in the BTEE-treated condition compared to the nontreated condition (Figure 3C).

### 2.5. Characteristics of Gene Expression Profiling in BTEE-Treated RAW264 Cells

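The array experiment covered RAW264 cells, a macrophage-like cell line from mouse, in 4 groups of 2 arrays each. Treated cells were kept for 24 h with BTEE at 0.2 mg/mL and then received 1 ng/mL LPS for 6 or 17 h, and control cells received LPS for the same time without BTEE. RNA of each sample was hybridised to a Clariom S mouse array of 22206 probe sets, most of which stand for 1 gene. The authors normalized the arrays with SST-RMA, a background correction and quantile normalization by robust multi-array average, and deposited the values as log2 signal. The median log2 signal of an array was between 5.25 and 5.28, and the largest signals were near 19.0. Arrays of one group correlated across all probe sets with r between 0.9984 and 0.9987, BTEE and control arrays of the same time with r between 0.9942 and 0.9948, and arrays of 6 h and 17 h with r between 0.9755 and 0.9799. From these signals, the BTEE group was compared with the control group of the same time with limma's moderated test, fitted to all 8 arrays. A gene is said to rise or fall where its p-value, adjusted over all 21154 gene symbols by the Benjamini-Hochberg method, was under 0.05, and DEGs are counted at the paper's thresholds of an unadjusted p under 0.05 and a fold change over 1.5. Gene lists were compared with all other genes by limma's camera test. The share of DEG symbols in a list was compared with that of all other symbols by Fisher's exact test (2-sided), adjusted over the lists. Camera was run with a preset correlation between the genes of a list and, as an alternative, with one estimated from the arrays. The alternative draws on 4 residual degrees of freedom, which limits the p-values it can reach. A call lost there need not reflect correlation between genes. Neither the paper nor the sample labels state that the 2 arrays of a group came from separate cultures, so the p-values measure the spread between these arrays alone. The array dose lay above those up to which the paper states no significant cytotoxicity (Figure 1A). The paper's text does not name what the control cells received in place of the ethanol extract.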

We performed whole-genome DNA microarray analysis to investigate the changes in gene expression in LPS-stimulated RAW264 cells treated with BTEE for 6 or 17 h. 

A total of 21,978 genes were identified by the Clariom S assay (mouse). 

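Genes that mark macrophages were among the strong signals on these arrays. The 19 measured genes of macrophage identity had a median log2 signal of 14.43, and the F4/80 gene Adgre1 read 11.06 ± 0.01 with BTEE and 11.57 ± 0.06 in control cells at 6 h (SD, n = 2). Of this list, 6 fell, 1 rose and 12 did not pass the test (7 fell and 1 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0098 from camera and adjusted p = 0.1151 with an estimated correlation. Tyrobp, an adaptor of activating receptors, had a log2 fold change of -0.71 (SE 0.07, adjusted p = 0.0012), the IgG receptor Fcgr1 of -0.61, Adgre1 of -0.51 and the scavenger receptor Cd36 of -0.49. At 17 h, 3 fell, 1 rose and 15 did not pass the test (3 fell and 1 rose when adjusted over the list alone), with adjusted p = 0.5140 from camera, and the difference between the times did not pass either (adjusted p = 0.5569). Gapdh, the reference gene of the RT-qPCR assays, had -0.04 (SE 0.07, adjusted p = 0.7192) and -0.04 (SE 0.07, adjusted p = 0.6834) at 6 h and 17 h. Markers of other cell types read near the floor of the arrays. The 11 B cell markers had a median signal of 3.86, and none fell, none rose and 11 did not pass the test (none fell and none rose when adjusted over the list alone, and 2 fell and 1 rose in limma at an unadjusted p under 0.05) at 6 h, with adjusted p = 0.7979 from camera. At 17 h, none fell, none rose and 11 did not pass the test (none fell and none rose when adjusted over the list alone, and 1 fell and 1 rose in limma at an unadjusted p under 0.05), with adjusted p = 0.9942 from camera. Of 10 neutrophil markers at a median signal of 3.49, 1 fell, 3 rose and 6 did not pass the test (1 fell and 3 rose when adjusted over the list alone) at 6 h, and the calgranulin gene S100a8 had a log2 fold change of -1.11 (SE 0.13, adjusted p = 0.0018). By 17 h of LPS, 2 fell, 1 rose and 7 did not pass the test (2 fell and 2 rose when adjusted over the list alone), and camera gave adjusted p = 0.8356 at 6 h and 0.9778 at 17 h. Of 9 fibroblast markers, 1 fell, 1 rose and 7 did not pass the test (1 fell and 1 rose when adjusted over the list alone) at 6 h and none fell, none rose and 9 did not pass the test (none fell and none rose when adjusted over the list alone, and 2 fell and 1 rose in limma at an unadjusted p under 0.05) at 17 h, with camera's adjusted p = 0.8539 at 6 h and 0.4083 at 17 h. The arrays carry 21978 distinct symbol entries. Of the probe sets, 21367 name 1 symbol, 836 name several and 3 name none, and the 21154 symbols tested were taken from the first kind, using the probe set of the highest mean signal where a symbol had more than 1. Of these symbols, 9387 had a mean log2 signal of at least 6.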

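The largest fall at 6 h was that of Ifit1bl1, of the IFIT family of interferon-induced genes, which read 8.18 ± 0.29 with BTEE and 10.70 ± 0.01 in control cells (log2, SD, n = 2), a log2 fold change of -2.53 (SE 0.14, adjusted p = 6.01e-04). Adap2, which encodes a GTPase-activating protein for Arf proteins, followed with -2.19 (SE 0.10, adjusted p = 6.01e-04), and Ms4a4b had -2.05, the uridine phosphorylase gene Upp1 -2.03 and the lamin B receptor gene Lbr -1.84. The largest rise was that of the predicted gene Gm11096 at 4.63 (SE 0.79, adjusted p = 0.0064). The zinc finger gene Zfp69 rose by 1.72 (SE 0.10, adjusted p = 6.01e-04) and Calr3, of the calreticulin family, by 1.54. At the paper's thresholds, 2355 probe sets were DEGs, 1207 lower and 1148 higher with BTEE. In the authors' deposited table, their own p-values and folds call 2270 probe sets, 1165 lower and 1105 higher, and 2262 probe sets were called in both. The test had 4 residual degrees of freedom. In simulated arrays with this spread and 21154 symbols, it recovered 35.8% of genes planted with a fold of 1.5 at an adjusted p under 0.05. At a fold of 2 it recovered 79.1%, and at a fold of 4 98.5%. The simulation changed 200 symbols and a list of 30, far fewer than passed on the real arrays, with noise independent between arrays. Its rates hold for that setting and need not be those of the real 6 h comparison.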

After 6 h of LPS stimulation, 2350 genes were differentially expressed in the BTEE-treated group compared to the nontreated group. 

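Among the genes labelled in Figure 4A, Sidt2, of a family of RNA-transporting membrane proteins of the lysosome, had a log2 fold change of -1.36 (SE 0.09, adjusted p = 7.02e-04) and the transcriptional repressor gene Bcl6b rose by 1.37 (SE 0.09, adjusted p = 6.54e-04). Serf1 rose by 1.33 and Fam114a1 by 1.28, and Tchp, a keratin-binding protein of the centrosome, had 1.14. Of the 19 labelled genes, 17 were matched here, of which 8 fell and 9 rose; they were labelled from these arrays and are not independent evidence. Counted over gene symbols, 2204 were DEGs, 1138 lower and 1066 higher, and 2118 of them also had an adjusted p under 0.05. With no fold threshold, 3321 symbols fell and 3059 rose. Of the DEG symbols, 1185 (53.8%) had a log2 signal under 6 in both groups. Sensory receptor genes aside, DEGs made up 10.8% of symbols with a mean log2 signal under 6 and 9.8% of those with at least 6. Sensory receptor genes, of the olfactory, vomeronasal and taste families, had a median signal of 3.62, and 172 of 1439 (12.0%) were DEGs, beside 10.3% of the other symbols. Their fold changes had an SD of 0.379, against 0.205 from the spread between replicate arrays. When the spread of these genes was added to every standard error, an alternative chosen after seeing the data, 590 lower and 583 higher symbols stayed within the DEG thresholds, and 17 fell and 9 rose at an adjusted p under 0.05.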

After deleting duplicates and ‘no symbol’ genes, 2026 differentially expressed genes (DEGs) were identified; among them, 1092 DEGs were downregulated and 933 DEGs were upregulated (Figure 4A). At 17 h of LPS stimulation, 1665 DEGs were identified in the BTEE-treated group compared to the nontreated group; among them, 815 DEGs were downregulated and 850 were upregulated (Figure 4B). 

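A TRIM family gene and a corepressor of EGR proteins showed the largest falls at 17 h. Trim30d read 4.38 ± 0.17 with BTEE and 6.67 ± 0.01 in control cells (log2, SD, n = 2), a log2 fold change of -2.29 (SE 0.10, adjusted p = 4.99e-04). Nab2, the corepressor, had -1.68 (SE 0.07, adjusted p = 4.99e-04) and Rnf32 had -1.40. The predicted gene Gm17482 showed the largest rise at 4.99 (SE 0.30, adjusted p = 9.13e-04), after a fall at 6 h (-1.03). Noct, a circadian regulator also known as nocturnin, rose by 1.58 (SE 0.12, adjusted p = 0.0011), the LIM domain gene Crip1 by 1.36, Bcs1l, an assembly factor of mitochondrial complex III, by 1.35 and Tmem141 by 1.32. Crip1 and Tmem141 had log2 fold changes of -0.75 and -0.79 at 6 h, and their difference between the times passed the test (adjusted p = 0.0014 and 8.52e-04). The 17 labelled genes of Figure 4B matched here comprised 9 that fell and 8 that rose, as a choice made on these arrays that is not independent evidence. Over probe sets, 1952 were DEGs, 927 lower and 1025 higher, and the authors' deposited table calls 1897, 894 lower and 1003 higher, of which 1887 were shared. Over gene symbols, 1859 were DEGs, 887 lower and 972 higher, and 1782 of them also had an adjusted p under 0.05. Without a fold threshold, 2875 symbols fell and 3150 rose. Of the DEG symbols, 857 (46.1%) had a log2 signal under 6 in both groups, and 144 of the 1439 sensory receptor genes (10.0%) were DEGs. Among other symbols, DEGs made up 7.6% at a mean log2 signal under 6 and 9.9% at a mean of at least 6. With the spread of the sensory receptor genes added, an alternative chosen after seeing the data, 539 lower and 651 higher symbols stayed within the DEG thresholds, and 9 symbols fell and 4 rose at an adjusted p under 0.05.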

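Most changes were under 2-fold. Tgtp2, an interferon-inducible GTPase gene, was 3.34-fold lower at 6 h (log2 fold change -1.74 (SE 0.15, adjusted p = 8.65e-04)) and the histone acetyltransferase gene Kat2b 3.33-fold lower (-1.74). At 17 h, Tsx was 2.56-fold lower (-1.36, SE 0.11, adjusted p = 0.0011) and the sulfotransferase gene Chst9 2.62-fold higher (1.39). Among lower DEG symbols at 6 h, 841 had a fold of 1.5 to 1.8, 145 of 1.8 to 2, 118 of 2 to 2.5 and 34 over 2.5, with a median fold of 1.647. Among higher DEG symbols at 6 h, the counts were 750, 176, 118 and 22, with a median of 1.667. At 17 h, lower symbols numbered 681, 114, 78 and 14 in the same ranges (median 1.630), and higher symbols 776, 112, 74 and 10 (median 1.636). A threshold of 2-fold in place of 1.5-fold left 152 lower and 140 higher DEG symbols at 6 h, and 92 and 84 at 17 h. A treat test against a fold of 1.5, which asks whether a change exceeds that fold, passed 49 lower and 41 higher symbols at 6 h and 17 lower and 13 higher at 17 h.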

Figure 4C shows the distribution of fold changes in 6 h and 17-h conditions. 

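Several genes changed in the same direction at 6 h and 17 h. Timp1, an inhibitor of matrix metalloproteinases, read 6.19 ± 0.02 with BTEE and 7.56 ± 0.13 in control cells at 6 h (log2, SD, n = 2), a log2 fold change of -1.37 (SE 0.09, adjusted p = 6.54e-04), and -1.67 (SE 0.09, adjusted p = 9.13e-04) at 17 h. Olr1, a scavenger receptor for oxidized LDL, had -1.27 and -1.58 at the 2 times, and Ms4a4c -1.69 and -1.04. Fkbp11, a peptidyl-prolyl isomerase of the secretory pathway, rose by 1.24 (SE 0.08, adjusted p = 6.01e-04) and 1.27 (SE 0.08, adjusted p = 9.13e-04). By the paper's thresholds, 73 symbols were lower at both times, where independent lists of these sizes would share 47.7 (Fisher's exact test, 2-sided, p = 3.25e-04, adjusted p = 6.50e-04), and 59 were higher at both times, where 49.0 would be shared (p = 0.1332). Opposite changes were as frequent. A further 84 symbols were lower at 6 h and higher at 17 h (52.3 for independent lists, adjusted p = 6.32e-05), and 63 higher at 6 h and lower at 17 h (44.7, adjusted p = 0.0079). Genes are not independent replicates in these tests. At an adjusted p under 0.05 at both times, 546 symbols fell and 446 rose. When the duplicate arrays were averaged to 1 value per group, an alternative chosen after seeing the data that leaves 1 residual degree of freedom, the difference between the times, limma passed 0 symbols for a BTEE effect over both times, with 501 lower and 414 higher at an unadjusted p under 0.05.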

A total of 43 genes were commonly upregulated (Figure 4D) and 66 genes were commonly downregulated (Figure 4E) in both 6 h and 17-h conditions. A complete list of common DEGs is provided in Supplementary File S1. 

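Interferon-stimulated genes were lower and histones higher as groups at both times. Of the 56 gene lists, 6 were lower at both times by camera (JAK-STAT components, immediate early genes, extracellular matrix, CC chemokines, interferon-stimulated genes and the mediators assayed by RT-qPCR), and histones, G2/M and mitosis, and DNA replication were higher at both. With an estimated correlation, 3 lists passed at 6 h and 5 at 17 h, and of the lists just named interferon-stimulated genes and histones passed at both times. The median log2 fold change had the same sign at both times in 40 lists, and the medians of the lists correlated between the times with r = 0.5073. Across single genes the fold changes of the 2 times hardly correlated (r = -0.0293 over 21154 symbols, 48.6% in the same direction). Among the 9387 symbols with a mean log2 signal of at least 6, r was -0.0199, and among the 2199 that passed the test at both times it was -0.0686, with 45.1% in the same direction. Genes are not independent replicates, and the 2 comparisons share no arrays. Oxidative phosphorylation was lower at 6 h and higher at 17 h by camera, the 1 list with opposite calls, of which that at 6 h was lost with an estimated correlation.

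**Figure D1:**
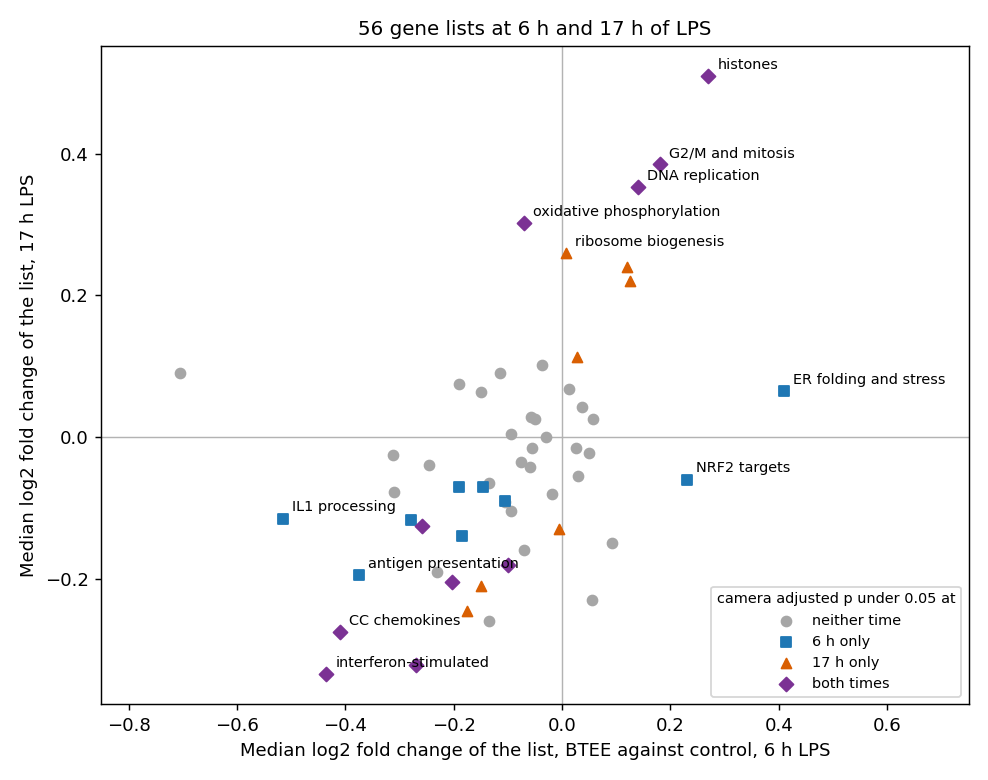
Median log2 fold change (BTEE against control) of each of the 56 gene lists at 6 h of LPS (x axis) and at 17 h (y axis), with symbols by camera's adjusted p under 0.05. Of the lists, 10 passed at both times, 9 at 6 h only, 7 at 17 h only and 30 at neither, and histones, G2/M and DNA replication sit at the upper right.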

Although there were not many overlapped DEGs between 6 h and 17 h treatment conditions, there was significantly more functional overlap (Figure 4F).

### 2.6. Gene Ontology and Pathway Enrichment Analyses of the BTEE-Induced RAW264 Cells

Next, we performed a detailed gene ontology (GO) analysis of significantly enriched biological processes (BP) by the DEGs to identify key biological themes regulated by BTEE (Figure 5 and Figure 6). 

Downregulated DEGs at both 6-h and 17-h conditions significantly enriched parent GOBP terms of response to stimulus (GO:0050896), signaling (GO:0023052), locomotion (GO:0040011), immune system process (GO:0002376), cellular process (GO:0009987), metabolic process (GO:0008152), positive regulation of biological process (GO:0048518), and negative regulation of biological process (GO:0048519). 

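Genes of antigen presentation, the lysosome and cholesterol biosynthesis were lower as groups at 6 h by camera at its preset correlation, but not with an estimated one. Of 19 genes of antigen presentation and costimulation, 11 fell, 1 rose and 7 did not pass the test (11 fell and 1 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0042 from camera and adjusted p = 0.1008 with an estimated correlation. Cd83, a maturation marker of antigen-presenting cells, had a log2 fold change of -1.14 (SE 0.08, adjusted p = 7.04e-04), the costimulatory receptor gene Cd40 of -0.98 and the MHC class II gene H2-Eb1 of -0.75, while Ciita, the coactivator of MHC class II genes, rose by 1.12. At 17 h, 5 fell, none rose and 14 did not pass the test (5 fell and none rose when adjusted over the list alone, and 2 rose in limma at an unadjusted p under 0.05), with adjusted p = 0.0613 from camera, and the difference between the times did not pass (adjusted p = 0.6905). Of 35 lysosomal genes, 16 fell, 2 rose and 17 did not pass the test (17 fell and 2 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0044 from camera and adjusted p = 0.1008 with an estimated correlation, among them the cholesterol carrier gene Npc2 (-0.69, SE 0.07, adjusted p = 0.0014), while Tfeb, a regulator of lysosomal genes, rose by 0.86. At 17 h, 5 fell, 4 rose and 26 did not pass the test (5 fell and 4 rose when adjusted over the list alone), with adjusted p = 0.3259 from camera, and for the difference between the times adjusted p = 0.3992. Of 23 genes of cholesterol biosynthesis, 7 fell, none rose and 16 did not pass the test (7 fell and none rose when adjusted over the list alone, and 0 rose in limma at an unadjusted p under 0.05) at 6 h, with adjusted p = 0.0424 from camera and adjusted p = 0.3000 with an estimated correlation, including the squalene epoxidase gene Sqle (-0.90, SE 0.09, adjusted p = 0.0013) and Hmgcs1 (-0.81). In the 17 h arrays, 4 fell, 4 rose and 15 did not pass the test (7 fell and 4 rose when adjusted over the list alone), with adjusted p = 0.3423 from camera, and the difference between the times had adjusted p = 0.6905. For lower DEG symbols at 6 h, Fisher's exact test passed neither antigen presentation (adjusted p = 0.0727) nor the lysosome (0.1328) nor cholesterol biosynthesis (0.5621). Over all 56 lists, camera gave 14 lower and 5 higher at 6 h, and 9 lower and 8 higher at 17 h. With an estimated correlation it gave 1 lower and 2 higher at 6 h and 1 and 4 at 17 h. The lists were written after the paper's themes were read, so the choice of themes is not independent of the paper.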

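Among JAK-STAT genes, falls outnumbered rises at both times. Cish, a feedback inhibitor of cytokine signaling, had a log2 fold change of -1.07 (SE 0.09, adjusted p = 8.86e-04) at 6 h, the related Socs1 of -0.80 and Socs3 of -0.76. Jak1, the kinase shared by interferon and many cytokine receptors, had -0.93 (SE 0.08, adjusted p = 0.0012) at 17 h and Stat2 -0.61. Of the 22 JAK-STAT components, 12 fell, 1 rose and 9 did not pass the test (12 fell and 1 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0082 from camera and adjusted p = 0.1182 with an estimated correlation. At 17 h, 7 fell, 1 rose and 14 did not pass the test (7 fell and 1 rose when adjusted over the list alone), with adjusted p = 0.0189 from camera and adjusted p = 0.1785 with an estimated correlation. Components of signaling from the LPS receptor TLR4 went both ways. Tirap, an adaptor at TLR4, had a log2 fold change of -0.94 (SE 0.11, adjusted p = 0.0018) at 6 h, and at 17 h Myd88, the adaptor shared by most Toll-like receptors, had -0.51, Tab3 -0.92 and Tab1 0.75. Of 23 genes of this list, 4 fell, 4 rose and 15 did not pass the test (7 fell and 4 rose when adjusted over the list alone) at 6 h. After 17 h, 7 fell, 2 rose and 14 did not pass the test (8 fell and 2 rose when adjusted over the list alone), with camera's adjusted p = 0.4030 at 6 h and 0.1691 at 17 h. Among targets of NRF2, the main regulator of antioxidant genes, rises outnumbered falls at 6 h. Of 24 such genes, 1 fell, 9 rose and 14 did not pass the test (1 fell and 13 rose when adjusted over the list alone), with adjusted p = 2.89e-04 from camera and adjusted p = 0.0949 with an estimated correlation, including Sqstm1 (0.73, SE 0.08, adjusted p = 0.0017), the biliverdin reductase gene Blvrb (0.64), catalase (0.55 for Cat) and the heme oxygenase gene Hmox1 (0.47). At 17 h, 2 fell, 2 rose and 20 did not pass the test (2 fell and 2 rose when adjusted over the list alone), with adjusted p = 0.5819 from camera, and the difference between the times had adjusted p = 0.0106 from camera and adjusted p = 0.3497 with an estimated correlation.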

Genes related to cellular response to cytokine stimulus (GO:0071345), lipopolysaccharide (GO:0071222), reactive oxygen species (GO:0000302), and interleukin 6 (GO:0070741) were downregulated. 

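Changes in cytokine genes went both ways, and in the NF-κB pathway, which drives many of them, falls outnumbered rises. Il27, a cytokine of the IL12 family, had a log2 fold change of -1.02 (SE 0.08, adjusted p = 8.33e-04) at 6 h, while Il23a, the subunit that makes IL23 with the p40 chain, rose by 0.72 (SE 0.11, adjusted p = 0.0050) at 17 h. In the NF-κB pathway, the inhibitor gene Nfkbie had -1.30 (SE 0.12, adjusted p = 0.0011) at 6 h, Bcl10 -0.67 and Tnfaip3, which encodes the deubiquitinase A20, -0.43. Malt1, the paracaspase that acts with Bcl10, read 10.40 ± 0.03 with BTEE and 11.83 ± 0.03 in control cells at 17 h (log2, SD, n = 2), a log2 fold change of -1.43 (SE 0.07, adjusted p = 9.13e-04), and Tnip1 had -0.60 and Traf1 -0.58, while Traf2 rose by 0.64. Of the 25 genes of the pathway, 10 fell, 1 rose and 14 did not pass the test (10 fell and 1 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0750 from camera. With 17 h of LPS, 12 fell, 4 rose and 9 did not pass the test (12 fell and 5 rose when adjusted over the list alone), with adjusted p = 0.0343 from camera and adjusted p = 0.2516 with an estimated correlation. The difference of the list between the times did not pass (adjusted p = 0.7781).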

Further, genes that are positively associated with cytokine production (GO:0001819), chemokine production (GO:0032722), interleukin 2 production (GO:0032743), interleukin 1 beta production (GO:0032731), interleukin 8 production (GO:0032757), interleukin 1 production (GO:0032732), and interleukin 12 production (GO:0032735) were significantly downregulated. Additionally, NO metabolic process (GO:0080164) and NO biosynthetic process (GO:0045428)-related genes were downregulated.

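Nos2, the inducible nitric oxide synthase gene, read 12.22 ± 0.04 with BTEE and 12.80 ± 0.02 in control cells at 6 h (log2, SD, n = 2), a log2 fold change of -0.58 (SE 0.09, adjusted p = 0.0041). At 17 h its change was 0.08 (SE 0.09, adjusted p = 0.5420), and the 2 changes differed (adjusted p = 0.0083). Arg1, the arginase that competes for the same substrate, fell by 1.02 (SE 0.23, adjusted p = 0.0166) at 6 h, and Gch1 and Pts, enzymes of the cofactor tetrahydrobiopterin, had -0.27 and -0.44. At 17 h, Pts rose by 0.58, as did Spr (0.84, SE 0.08, adjusted p = 0.0015) and Qdpr (0.77), further enzymes of that cofactor, while the cationic amino acid transporter gene Slc7a2 fell by 1.00 (SE 0.07, adjusted p = 9.73e-04) and Ddah1 had -0.63. Of the 13 genes of nitric oxide synthesis and arginine metabolism, 4 fell, 1 rose and 8 did not pass the test (4 fell and 1 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0750 from camera. At 17 h, 2 fell, 4 rose and 7 did not pass the test (2 fell and 4 rose when adjusted over the list alone), with adjusted p = 0.5014 from camera.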

Another top enriched parent BP by the downregulated DEGs was ‘locomotion’, which included chemotaxis of neutrophil (GO:0030593), granulocyte (GO:0071621), leukocyte GO:0030595), lymphocyte (GO:1901623), natural killer cell (GO:2000501), and monocyte (GO:0002548). 

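CC chemokines were lower as a group at both times, CXC chemokines at 17 h and chemokine receptors at 6 h, by camera at its preset correlation but not with an estimated one. The estimates for the 3 lists (0.0011, -0.0038 and -0.0465) lay under the preset 0.01, so the calls were not lost to a larger correlation. Ccl17, which attracts T cells through CCR4, read 10.35 ± 0.38 with BTEE and 12.27 ± 0.04 in control cells at 6 h (log2, SD, n = 2), a log2 fold change of -1.92 (SE 0.16, adjusted p = 8.33e-04). Ccl8 had -0.67 and Ccl11 -0.65 at 6 h, Ccl7 had -0.56 at 17 h, and Ccl5 had -0.70 (SE 0.09, adjusted p = 0.0026) at 17 h. Of 19 CC chemokines, 12 fell, none rose and 7 did not pass the test (12 fell and none rose when adjusted over the list alone, and 0 rose in limma at an unadjusted p under 0.05) at 6 h, with adjusted p = 5.37e-06 from camera and adjusted p = 0.0611 with an estimated correlation. At 17 h, 7 fell, 2 rose and 10 did not pass the test (9 fell and 2 rose when adjusted over the list alone), with adjusted p = 0.0188 from camera and adjusted p = 0.1657 with an estimated correlation. Of 15 CXC chemokines, 3 fell, 1 rose and 11 did not pass the test (4 fell and 2 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.2974 from camera. After 17 h, 6 fell, 1 rose and 8 did not pass the test (7 fell and 1 rose when adjusted over the list alone), with adjusted p = 0.0152 from camera and adjusted p = 0.1657 with an estimated correlation. Cxcl1, a neutrophil attractant, had -0.68 (SE 0.11, adjusted p = 0.0060) at 17 h, while Cxcl13, which attracts B cells, went from -0.94 at 6 h to 0.57 at 17 h. Among chemokine receptors at 6 h, Ccr9 had -1.01 (SE 0.15, adjusted p = 0.0042) and Cxcr5 -0.50, and at 17 h Ccr8 had -0.61, while the fractalkine receptor gene Cx3cr1 rose by 0.49. Of 20 receptors, 8 fell, 1 rose and 11 did not pass the test (10 fell and 1 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0042 from camera and adjusted p = 0.1008 with an estimated correlation. By 17 h of LPS, 5 fell, 2 rose and 13 did not pass the test (8 fell and 3 rose when adjusted over the list alone), with adjusted p = 0.1989 from camera. None of the 3 lists passed the test of the difference between the times (adjusted p = 0.5569, 0.6465 and 0.5569). CXC chemokines and chemokine receptors read at median log2 signals of 4.47 and 4.88, under the level of 6 used to mark low signal, and CC chemokines at 8.14. By Fisher's exact test, lower DEG symbols were over-represented among CC chemokines at 6 h (adjusted p = 0.0140), but not at 17 h (0.0805). CXC chemokines (0.1433 and 0.0540) and chemokine receptors (0.0809 and 0.9903) passed it at neither time.

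**Figure D2:**
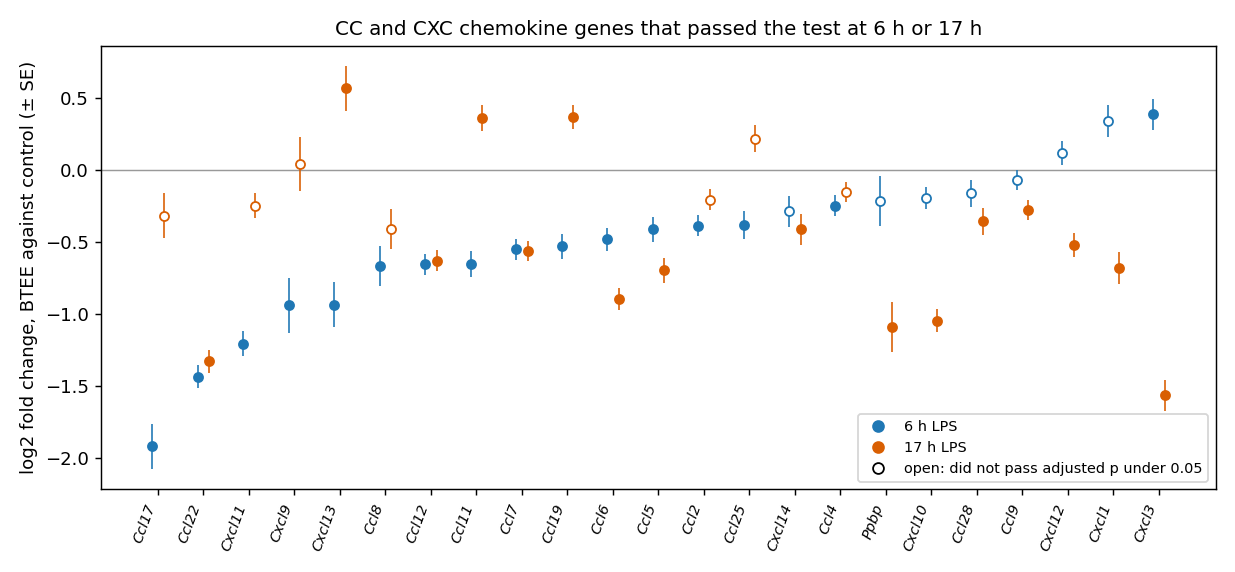
Log2 fold changes with standard errors (BTEE against control, n = 2 arrays per group) of the 23 CC and CXC chemokine genes that passed the test at 6 h or 17 h, with open points where the gene did not pass at that time. Ccl17 and Ccl22 are lowest at 6 h and Cxcl3 at 17 h.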

Cell–cell adhesion (GO:0098609), negative regulation of wound healing (GO:0061045), and ECM organization (GO:1903055)-associated genes were also downregulated. 

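Among adhesion genes, Itgal, the LFA-1 alpha chain, had a log2 fold change of -0.84 (SE 0.10, adjusted p = 0.0020) at 6 h, the fibronectin receptor chain Itga5 of -0.64 and the vitronectin receptor chain Itgav of -0.62. Itgb7, a partner of the alpha 4 chain, rose by 1.61 (SE 0.13, adjusted p = 8.33e-04). At 17 h, Itgav had -0.68 (SE 0.07, adjusted p = 0.0019) and Itgam, the CD11b chain, -0.42, while the laminin receptor chain Itga6 rose by 1.10 (SE 0.16, adjusted p = 0.0039). Of 22 integrin genes, 9 fell, 3 rose and 10 did not pass the test (9 fell and 3 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0722 from camera. After 17 h, 6 fell, 3 rose and 13 did not pass the test (8 fell and 4 rose when adjusted over the list alone), with adjusted p = 0.5014 from camera. Lower DEG symbols were over-represented among integrins at 6 h by Fisher's exact test (6 of 22, adjusted p = 0.0068), but not at 17 h (adjusted p = 0.6268). In the extracellular matrix list, the transglutaminase gene Tgm2 had -0.77 (SE 0.12, adjusted p = 0.0046) at 6 h and -0.84 at 17 h, and the syndecan gene Sdc3 had -0.75 and -1.08 (SE 0.10, adjusted p = 0.0014). Of 37 matrix genes, 14 fell, 1 rose and 22 did not pass the test (16 fell and 2 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0284 from camera and adjusted p = 0.2098 with an estimated correlation. At 17 h, 11 fell, 2 rose and 24 did not pass the test (12 fell and 2 rose when adjusted over the list alone), with adjusted p = 0.0152 from camera and adjusted p = 0.2106 with an estimated correlation. The matrix genes read at a median log2 signal of 4.78, below the level of 6 used to mark low signal.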

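Among immediate early genes and the DUSP phosphatases, transcribed in response to MAPK signaling, falls outnumbered rises at both times. Dusp2, a phosphatase of ERK and p38, had a log2 fold change of -1.40 (SE 0.13, adjusted p = 0.0010) at 6 h, Egr4 of -0.87, Myc of -0.77 and Jund of -0.71. At 17 h, Dusp14 had -1.22 (SE 0.08, adjusted p = 9.13e-04), Dusp5, a phosphatase of nuclear ERK, -1.12, the orphan receptor gene Nr4a3 -1.03 and Zfp36, whose protein destabilizes cytokine mRNA, -0.83. Of 32 genes in this list, 11 fell, 1 rose and 20 did not pass the test (13 fell and 2 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0044 from camera and adjusted p = 0.1008 with an estimated correlation. After 17 h, 16 fell, 3 rose and 13 did not pass the test (16 fell and 4 rose when adjusted over the list alone), with adjusted p = 0.0039 from camera and adjusted p = 0.1304 with an estimated correlation. The genes of the MAP kinases themselves went both ways. Mapkapk2 had -0.85 (SE 0.07, adjusted p = 8.33e-04) at 6 h and rose by 0.60 at 17 h, Map2k6 rose by 0.66 and 0.54 at the 2 times, and Map2k1, the ERK kinase MEK1, had -0.52 at 6 h. Of 25 MAP kinase genes, 4 fell, 2 rose and 19 did not pass the test (4 fell and 2 rose when adjusted over the list alone) at 6 h. At 17 h, 5 fell, 2 rose and 18 did not pass the test (8 fell and 3 rose when adjusted over the list alone), with camera's adjusted p = 0.9455 at 6 h and 0.3997 at 17 h. In the PI3K-Akt list, the insulin receptor substrate gene Irs2 had -0.74 (SE 0.07, adjusted p = 0.0010) and -0.84, and Pik3cd, the leukocyte PI3K catalytic subunit, -0.52 and -0.55, at 6 h and 17 h. Of 24 genes, 5 fell, 3 rose and 16 did not pass the test (5 fell and 3 rose when adjusted over the list alone) at 6 h. After 17 h, 7 fell, 2 rose and 15 did not pass the test (7 fell and 2 rose when adjusted over the list alone), with camera's adjusted p = 0.3522 at 6 h and 0.2963 at 17 h.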

Enriched signaling pathways by the downregulated DEGs included stress-activated MAPK cascade (GO:0051403), PI3K signaling (GO:0014066), receptor signaling pathway via JAK-STAT (GO:0007259), and ERK1 and ERK2 cascade (GO:0070372). 

On the other hand, the upregulated DEGs were associated with the mitotic cell cycle (GO:0000278), cell cycle process (GO:0010564), cell cycle G2/M phase transition (GO:0044839), as well as protein folding (GO:0006457), DNA modification (GO:0006304), DNA metabolic process (GO:0006259), chromosome organization (GO:0051276), RNA methylation (GO:0001510), and mitochondrion organization (GO:0007005) (Figure 7A).

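Among histone genes and genes of DNA replication and mitosis, rises outnumbered falls at both times. The histone H2B genes Hist1h2br and Hist1h2bj rose by log2 changes of 1.58 (SE 0.10, adjusted p = 6.29e-04) and 1.57 at 6 h, and at 17 h the H2A gene Hist1h2ab rose by 1.12 (SE 0.07, adjusted p = 9.13e-04) and the linker histone gene Hist1h1b by 1.02. Of 59 replication-dependent histones, 3 fell, 30 rose and 26 did not pass the test (3 fell and 39 rose when adjusted over the list alone) at 6 h, with adjusted p = 8.81e-10 from camera and adjusted p = 0.0330 with an estimated correlation. At 17 h, none fell, 40 rose and 19 did not pass the test (none fell and 43 rose when adjusted over the list alone, and 0 fell in limma at an unadjusted p under 0.05), with adjusted p = 1.38e-14 from camera and adjusted p = 0.0269 with an estimated correlation. All 5 histone classes had positive mean changes over both times, from 0.273 for H3 to 0.610 for H4. The H2A genes, however, went from a mean of 0.138 at 6 h to 0.729 at 17 h, and the H2B genes from 0.734 to 0.283. For each, the share of 10000 signal-matched random lists with as large a difference was put at 0.0001, the smallest value they can give. Those lists hold genes drawn at random, so the share does not allow for sequence shared within a class. In DNA replication, the helicase subunit genes Mcm5 and Mcm3 rose by 0.59 (SE 0.09, adjusted p = 0.0040) and 0.56 at 6 h, and at 17 h the GINS subunit gene Gins1 rose by 0.94 (SE 0.08, adjusted p = 0.0013), the primase gene Prim1 by 0.93 and the thymidine kinase gene Tk1 by 0.79. Of 44 such genes, none fell, 12 rose and 32 did not pass the test (none fell and 10 rose when adjusted over the list alone, and 3 fell in limma at an unadjusted p under 0.05) at 6 h, with adjusted p = 0.0088 from camera and adjusted p = 0.1008 with an estimated correlation. At 17 h, 1 fell, 29 rose and 14 did not pass the test (4 fell and 30 rose when adjusted over the list alone), with adjusted p = 7.38e-08 from camera and adjusted p = 0.0269 with an estimated correlation. Among genes of G2/M and mitosis, the spindle checkpoint kinase gene Bub1 rose by 0.56 (SE 0.07, adjusted p = 0.0027) and the kinetochore gene Nuf2 by 0.55 at 6 h, and Cep55, which acts in the last step of cell division, rose by 0.86 (SE 0.08, adjusted p = 0.0013) at 17 h. Of 45 such genes, none fell, 17 rose and 28 did not pass the test (none fell and 17 rose when adjusted over the list alone, and 1 fell in limma at an unadjusted p under 0.05) at 6 h, with adjusted p = 5.60e-05 from camera and adjusted p = 0.0611 with an estimated correlation. After 17 h, 1 fell, 32 rose and 12 did not pass the test (2 fell and 36 rose when adjusted over the list alone), with adjusted p = 5.56e-10 from camera and adjusted p = 0.0269 with an estimated correlation. For the difference between the times, camera gave adjusted p = 0.5391, 0.2460 and 0.2460 for histones, replication and mitosis.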

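Most protein folding and stress genes of the endoplasmic reticulum rose at 6 h, and most oxidative phosphorylation genes at 17 h. Creld2 and Sdf2l1, both induced in endoplasmic reticulum stress, rose by log2 changes of 1.08 (SE 0.08, adjusted p = 7.04e-04) and 0.92 at 6 h, and Fkbp14 by 1.01. At 17 h the stress genes Trib3 and Dnajb9 fell, with log2 changes of -0.96 (SE 0.09, adjusted p = 0.0014) and -0.57. Of the 31 genes of this list, 1 fell, 19 rose and 11 did not pass the test (1 fell and 20 rose when adjusted over the list alone) at 6 h, with adjusted p = 2.22e-08 from camera and adjusted p = 0.0423 with an estimated correlation. In the 17 h arrays, 4 fell, 9 rose and 18 did not pass the test (4 fell and 9 rose when adjusted over the list alone), with adjusted p = 0.2963 from camera, and the 2 times differed by adjusted p = 0.0027 from camera, with adjusted p = 0.3154 with an estimated correlation. Of 22 cytosolic and mitochondrial chaperones, 5 fell, 2 rose and 15 did not pass the test (5 fell and 2 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.8539 from camera, and the HSP40 gene Dnajb1 fell by 0.76 (SE 0.11, adjusted p = 0.0042). At 17 h, none fell, 7 rose and 15 did not pass the test (none fell and 9 rose when adjusted over the list alone, and 0 fell in limma at an unadjusted p under 0.05), with adjusted p = 0.0213 from camera and adjusted p = 0.1657 with an estimated correlation, and the prefoldin gene Pfdn2 rose by 0.68 (SE 0.08, adjusted p = 0.0022). Their difference between the times had adjusted p = 0.2460. In oxidative phosphorylation, the complex I subunit gene Ndufs7 went from -0.62 (SE 0.08, adjusted p = 0.0032) at 6 h to 1.23 (SE 0.08, adjusted p = 9.29e-04) at 17 h, Ndufa2 from -0.52 to 0.70, and the complex IV gene Cox6b1 rose by 0.73 at 17 h. Of 60 such genes, 13 fell, 2 rose and 45 did not pass the test (12 fell and 1 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0284 from camera and adjusted p = 0.1151 with an estimated correlation. At 17 h, 4 fell, 36 rose and 20 did not pass the test (4 fell and 40 rose when adjusted over the list alone), with adjusted p = 7.78e-09 from camera and adjusted p = 0.0269 with an estimated correlation, and the 2 times differed by adjusted p = 7.06e-07 from camera, with adjusted p = 0.1119 with an estimated correlation. The 65 ribosomal protein genes had a median difference between the times of 0.225, beside 0.338 for oxidative phosphorylation. RNA methylation genes were led by Trmt61a and Ftsj3, methyltransferases of tRNA and rRNA, with rises of 0.96 (SE 0.11, adjusted p = 0.0020) and 0.88 at 17 h. Of 27 genes, 2 fell, 5 rose and 20 did not pass the test (2 fell and 5 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.1785 from camera. With 17 h of LPS, 3 fell, 13 rose and 11 did not pass the test (3 fell and 16 rose when adjusted over the list alone), with adjusted p = 0.0188 from camera and adjusted p = 0.1657 with an estimated correlation. Of 30 genes of ribosome biogenesis, 4 fell, 8 rose and 18 did not pass the test (4 fell and 8 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.6027 from camera. After 17 h, 1 fell, 17 rose and 12 did not pass the test (2 fell and 19 rose when adjusted over the list alone), with adjusted p = 3.35e-05 from camera and adjusted p = 0.1018 with an estimated correlation, including Nip7 (0.88, SE 0.08, adjusted p = 0.0014) and Wdr12 (0.85). Between the times, RNA methylation and ribosome biogenesis gave adjusted p = 0.6905 and 0.0609.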

Next, we performed pathway enrichment analysis to achieve mechanistic insight into gene lists overrepresented by BTEE (Figure 7B,C). We used multiple pathway databases, including Reactome, Kyoto Encyclopedia of Genes and Genomes (KEGG), and WikiPathways, to obtain both broad and detailed pathway terms. IL1 processing was the top enriched pathway by the downregulated DEGs in both 6 h and 17-h conditions. 

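Most genes of IL1 processing fell at 6 h. Il18, a cytokine activated by the inflammasome, read 12.97 ± 0.12 with BTEE and 14.01 ± 0.07 in control cells (log2, SD, n = 2), a log2 fold change of -1.05 (SE 0.08, adjusted p = 8.33e-04). Gsdmd, the pore-forming protein of pyroptosis, had -0.66 (SE 0.07, adjusted p = 0.0013), Casp1, the protease that matures IL1β, -0.54, and Nfkb2 -0.67. Il1b read -0.16 (SE 0.08, adjusted p = 0.1640) at 6 h and fell by 0.64 (SE 0.08, adjusted p = 0.0024) at 17 h, and Il1a had -0.63 and -0.72 at the 2 times, while Casp1 rose by 0.32 at 17 h. Of the 11 genes of IL1 processing, 8 fell, 1 rose and 2 did not pass the test (8 fell and 1 rose when adjusted over the list alone) at 6 h, with adjusted p = 2.89e-04 from camera and adjusted p = 0.0981 with an estimated correlation. At 17 h, 4 fell, 2 rose and 5 did not pass the test (4 fell and 2 rose when adjusted over the list alone), with adjusted p = 0.3483 from camera, and the difference between the times had adjusted p = 0.2460. Lower DEG symbols were over-represented among IL1 processing genes at 6 h by Fisher's exact test (adjusted p = 0.0119), but not at 17 h (adjusted p = 0.0879). Of the 18 IL1 family genes and receptors, 8 fell, none rose and 10 did not pass the test (8 fell and none rose when adjusted over the list alone, and 0 rose in limma at an unadjusted p under 0.05) at 6 h, with adjusted p = 0.0064 from camera and adjusted p = 0.1112 with an estimated correlation. Among these, Il18bp, a soluble inhibitor of IL18, had -0.85 (SE 0.09, adjusted p = 0.0014) and the receptor chain Il1rap -0.61. At 17 h, 4 fell, none rose and 14 did not pass the test (4 fell and none rose when adjusted over the list alone, and 0 rose in limma at an unadjusted p under 0.05), with adjusted p = 0.1101 from camera, and the receptor antagonist Il1rn had -0.39 (SE 0.07, adjusted p = 0.0087). For this list, the difference between the times had adjusted p = 0.6905.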

Several IL pathways, such as ILs 2, 4, 6, 7, 10, 13, and 18, were enriched in both conditions, whereas ILs 9 and 17 were enriched in only 17-h condition. 

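Receptors and ligands of the helical cytokine family moved in both directions. Csf2ra, the GM-CSF receptor alpha chain, read 12.63 ± 0.12 with BTEE and 13.83 ± 0.11 in control cells at 17 h (log2, SD, n = 2), a log2 fold change of -1.20 (SE 0.09, adjusted p = 0.0010), and -0.21 (SE 0.09, adjusted p = 0.1153) at 6 h. Il13ra1, a chain shared by the IL4 and IL13 receptors, had -1.01 (SE 0.08, adjusted p = 8.36e-04) at 6 h, Il15, which sustains NK and memory T cells, -1.10 at 6 h, and the IL13 receptor gene Il13ra2 -0.89 at 17 h. Clcf1, a cytokine of the IL6 family, rose by 0.99 (SE 0.12, adjusted p = 0.0024) at 6 h and the IL23 receptor gene Il23r by 0.77 (SE 0.12, adjusted p = 0.0054) at 17 h. Of 48 class I helical cytokines and receptors, 14 fell, 4 rose and 30 did not pass the test (16 fell and 6 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.0750 from camera. By 17 h of LPS, 12 fell, 7 rose and 29 did not pass the test (12 fell and 7 rose when adjusted over the list alone), with adjusted p = 0.3008 from camera. Lower DEG symbols were over-represented in this list at 6 h by Fisher's exact test (10 of 48, adjusted p = 0.0028), but not at 17 h (6 of 48, adjusted p = 0.1023). Single interleukin pathways were not tested as lists here.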

TNFs, transforming growth factor beta (TGFβ), interferons (IFNs), chemokine, and T cell receptor signaling pathways were also enriched by the downregulated DEGs. 

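Most interferon-stimulated genes fell at each time. Gbp2, a guanylate-binding GTPase, had a log2 fold change of -1.47 (SE 0.08, adjusted p = 6.01e-04) at 6 h, and Ifi27l2a had -1.11 at 6 h and -1.17 (SE 0.09, adjusted p = 0.0011) at 17 h. At 17 h the apolipoprotein L gene Apol9b had -0.99 (SE 0.08, adjusted p = 0.0012) and Ifit3b -0.74. Of 59 such genes, 43 fell, none rose and 16 did not pass the test (48 fell and 1 rose when adjusted over the list alone, and 1 rose in limma at an unadjusted p under 0.05) at 6 h, with adjusted p = 3.95e-16 from camera and adjusted p = 0.0330 with an estimated correlation. After 17 h, 33 fell, 4 rose and 22 did not pass the test (38 fell and 4 rose when adjusted over the list alone), with adjusted p = 7.78e-09 from camera and adjusted p = 0.0269 with an estimated correlation. Among TNF family ligands, Tnfsf10, the apoptosis ligand TRAIL, fell by 0.91 (SE 0.11, adjusted p = 0.0025) at 6 h and rose by 0.45 at 17 h, and the OX40 ligand gene Tnfsf4 rose by 1.00 and 0.47 at the 2 times. Of 16 ligands, 4 fell, 3 rose and 9 did not pass the test (5 fell and 3 rose when adjusted over the list alone) at 6 h. At 17 h, 1 fell, 4 rose and 11 did not pass the test (1 fell and 4 rose when adjusted over the list alone). Among TNF receptors, the CD30 gene Tnfrsf8 had -0.94 (SE 0.13, adjusted p = 0.0036), the death receptor gene Fas -0.69 at 6 h, and Tnfrsf1b, the TNF receptor 2 gene, -0.85 (SE 0.08, adjusted p = 0.0012) at 17 h. Of 24 receptors, 8 fell, 3 rose and 13 did not pass the test (8 fell and 5 rose when adjusted over the list alone) at 6 h. After 17 h, 4 fell, none rose and 20 did not pass the test (4 fell and none rose when adjusted over the list alone, and 2 rose in limma at an unadjusted p under 0.05). In the TGFβ family, the coreceptor endoglin gene Eng fell by 0.90 (SE 0.08, adjusted p = 8.65e-04) at 6 h and rose by 0.36 at 17 h, and the BMP receptor gene Bmpr2 had -0.84 (SE 0.09, adjusted p = 0.0017) at 17 h. Of 30 genes, 7 fell, 2 rose and 21 did not pass the test (7 fell and 2 rose when adjusted over the list alone) at 6 h. At 17 h, 7 fell, 2 rose and 21 did not pass the test (7 fell and 3 rose when adjusted over the list alone). Of 11 T cell markers, which read at a median log2 signal of 4.48, none fell, 1 rose and 10 did not pass the test (none fell and 1 rose when adjusted over the list alone, and 1 fell in limma at an unadjusted p under 0.05) at 6 h. After 17 h, 3 fell, 1 rose and 7 did not pass the test (3 fell and 1 rose when adjusted over the list alone). Camera passed none of these 4 lists, with adjusted p = 0.2240 and 0.9101 for TNF ligands, 0.4680 and 0.3423 for TNF receptors, 0.3187 and 0.4015 for the TGFβ family and 0.7802 and 0.3997 for T cell markers at 6 h and 17 h. By Fisher's exact test, lower DEG symbols were over-represented among TNF receptors at 6 h (7 of 24, adjusted p = 0.0028), but not at 17 h. TNF ligands, the TGFβ family and T cell markers did not pass it at either time.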

Downregulated DEGs in BTEE-treated conditions related to ‘cytokine–cytokine receptor interaction’ KEGG pathway are shown in Supplementary Figure S1. Other important pathways include epidermal growth factor receptor (EGFR), vascular endothelial growth factor A (VEGF), neurotrophic tyrosine receptor kinase 1 (NTRK1), and nuclear factor-κB (NF-κB) pathways (Figure 7B).

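Areg, which encodes the EGF receptor ligand amphiregulin, had a log2 fold change of -1.07 (SE 0.12, adjusted p = 0.0017) at 6 h, the epiregulin gene Ereg of -0.80 and Hbegf of -0.76, and at 17 h Hbegf had -0.57 (SE 0.09, adjusted p = 0.0056), Vegfc, a growth factor of lymphatic vessels, -0.58 and Vegfa -0.46, while Epgn rose by 0.78. Of 13 ligands, 3 fell, none rose and 10 did not pass the test (3 fell and none rose when adjusted over the list alone, and 1 rose in limma at an unadjusted p under 0.05) at 6 h. In the 17 h arrays, 3 fell, 1 rose and 9 did not pass the test (6 fell and 1 rose when adjusted over the list alone), with camera's adjusted p = 0.3926 at 6 h and 0.2963 at 17 h. Among receptor tyrosine kinases, Flt1, a VEGF receptor, had -1.23 (SE 0.11, adjusted p = 9.64e-04) and -0.63 at 6 h and 17 h, and the neurotrophin receptor gene Ntrk3 -0.49 at 6 h. The EGFR family gene Erbb4 rose by 0.93 at 6 h and the collagen receptor gene Ddr2 by 0.84 (SE 0.17, adjusted p = 0.0134) at 17 h. Of 37 receptor tyrosine kinases, at a median log2 signal of 4.05, 3 fell, 5 rose and 29 did not pass the test (3 fell and 5 rose when adjusted over the list alone) at 6 h. After 17 h, 5 fell, 3 rose and 29 did not pass the test (5 fell and 2 rose when adjusted over the list alone), with camera's adjusted p = 0.6954 at 6 h and 0.5795 at 17 h.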

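Among genes of base excision repair, rises outnumbered falls at both times. The DNA glycosylase gene Neil3 rose by a log2 change of 1.13 (SE 0.08, adjusted p = 9.59e-04) at 17 h, the abasic site endonuclease gene Apex1 by 0.64 and the flap endonuclease gene Fen1 by 0.61. Apex1 and Fen1 also rose at 6 h, by 0.680 and 0.675, as did Mutyh by 0.85, while the glycosylase gene Mpg fell by 0.95 (SE 0.08, adjusted p = 8.36e-04). Of 22 repair genes, 2 fell, 8 rose and 12 did not pass the test (2 fell and 8 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.1330 from camera. At 17 h, 1 fell, 11 rose and 10 did not pass the test (1 fell and 11 rose when adjusted over the list alone), with adjusted p = 0.0152 from camera and adjusted p = 0.1657 with an estimated correlation, and the 2 times did not differ by the test (adjusted p = 0.7781). Among enzymes of DNA methylation, the methyltransferase gene Dnmt3a fell by 0.90 (SE 0.08, adjusted p = 9.64e-04) at 6 h and Dnmt3l rose by 0.61 (SE 0.17, adjusted p = 0.0344) at 17 h. Of 14 such genes, 2 fell, 1 rose and 11 did not pass the test (2 fell and 1 rose when adjusted over the list alone) at 6 h. At 17 h, none fell, 2 rose and 12 did not pass the test (none fell and 1 rose when adjusted over the list alone, and 1 fell in limma at an unadjusted p under 0.05), with camera's adjusted p = 0.8777 at 6 h and 0.5990 at 17 h. In the G2/M DNA damage checkpoint, the kinase gene Chek1 rose by 0.64 (SE 0.07, adjusted p = 0.0017) and the histone variant gene H2afx by 0.69 at 17 h, and the repair gene Brca1 fell by 0.44. Of 26 genes, none fell, 2 rose and 24 did not pass the test (none fell and 2 rose when adjusted over the list alone, and 1 fell in limma at an unadjusted p under 0.05) at 6 h. After 17 h, 4 fell, 7 rose and 15 did not pass the test (4 fell and 8 rose when adjusted over the list alone), with camera's adjusted p = 0.3591 at 6 h and 0.4924 at 17 h. Notch and WNT genes moved in both directions. The Notch ligand gene Dll1 fell by 1.96 (SE 0.15, adjusted p = 7.77e-04) at 6 h and the ligand gene Jag2 rose by 0.95 (SE 0.12, adjusted p = 0.0026) at 17 h, and Hey1, a Notch target, went from -1.09 to 0.74. Of 26 Notch genes, 7 fell, 2 rose and 17 did not pass the test (7 fell and 2 rose when adjusted over the list alone) at 6 h. With 17 h of LPS, 5 fell, 3 rose and 18 did not pass the test (5 fell and 3 rose when adjusted over the list alone), with camera's adjusted p = 0.3735 at 6 h and 0.9778 at 17 h. Axin1, a scaffold that restrains WNT signaling, fell by 0.91 (SE 0.10, adjusted p = 0.0015) at 6 h and rose by 0.59 at 17 h, and the ligand gene Wnt5a rose by 0.72 (SE 0.09, adjusted p = 0.0026) at 17 h. Of 35 WNT genes, 3 fell, 7 rose and 25 did not pass the test (3 fell and 7 rose when adjusted over the list alone) at 6 h. After 17 h, 3 fell, 4 rose and 28 did not pass the test (3 fell and 4 rose when adjusted over the list alone), with camera's adjusted p = 0.9752 at 6 h and 0.8058 at 17 h. Targets of the nuclear receptor LXR included falls of the cholesterol exporter gene Abca1 (-1.16, SE 0.09, adjusted p = 7.77e-04 at 6 h, -0.55 at 17 h). Of 11 targets, 4 fell, 1 rose and 6 did not pass the test (4 fell and 1 rose when adjusted over the list alone) at 6 h. At 17 h, 4 fell, 1 rose and 6 did not pass the test (4 fell and 1 rose when adjusted over the list alone), with camera's adjusted p = 0.0750 at 6 h and 0.2974 at 17 h. Among p53 targets, the apoptosis genes Pmaip1 and Bbc3 had 0.72 (SE 0.09, adjusted p = 0.0022) and -0.63 at 6 h, and Trp53 itself fell by 0.50 (SE 0.08, adjusted p = 0.0058) at 17 h. Of 22 p53 targets, 4 fell, 2 rose and 16 did not pass the test (4 fell and 1 rose when adjusted over the list alone) at 6 h. After 17 h, 5 fell, 1 rose and 16 did not pass the test (5 fell and 1 rose when adjusted over the list alone), with camera's adjusted p = 0.4680 at 6 h and 0.4432 at 17 h.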

Enriched pathways by the upregulated DEGs included DNA methylation, DNA damage checkpoints, chromatin organization, base excision repair, the cell cycle, as well as signaling by NOTCH, WNT, nuclear receptors, and the p53 signaling pathway (Figure 7C).

### 2.7. Common and Unique DEGs in BTEE-Treated 6-h and 17-h Conditions in RAW264 Cells

Key overlapped DEGs with enriched functions and their expressions are shown in heatmaps in Figure 8. Although most of the enriched GOBPs and pathways were similar in both 6-h and 17-h experimental conditions (as shown in Figure 5, Figure 6 and Figure 7), they did not always share the same DEGs (as shown in Figure 8).

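Ccl22, a chemokine that attracts CCR4-bearing T cells, read 15.08 ± 0.00 with BTEE and 16.52 ± 0.04 in control cells at 6 h (log2, SD, n = 2), a log2 fold change of -1.44 (SE 0.08, adjusted p = 6.01e-04), and fell by 1.33 (SE 0.08, adjusted p = 9.13e-04) at 17 h. Tnfsf15, a ligand of death receptor 3, had -1.24 and -0.93 at the 2 times, Itgax, the CD11c chain, -1.04 and -1.52, Clec7a, the beta-glucan receptor dectin-1, -1.12 and -0.78, and Lif -0.72 and -0.71. Fig 8A also holds genes that fell at 1 time. The eotaxin receptor gene Ccr3 had -1.79 (SE 0.17, adjusted p = 0.0011) at 6 h and -0.52 (SE 0.17, adjusted p = 0.0582) at 17 h, Xcr1 -1.54 and -0.06, and Cxcl11, an interferon-induced CXCR3 ligand, -1.21 and -0.25. Conversely, Cxcl10, another CXCR3 ligand, had -1.05 (SE 0.08, adjusted p = 0.0010) at 17 h and -0.19 (SE 0.08, adjusted p = 0.1022) at 6 h, and Mmp3, the stromelysin gene, -0.99 and 0.30. For these 5 genes the difference between the times passed the test (adjusted p = 0.0090, 0.0100, 0.0025, 0.0026 and 0.0065). Cxcl3, a neutrophil attractant, rose by 0.39 (SE 0.11, adjusted p = 0.0350) at 6 h and fell by 1.57 (SE 0.11, adjusted p = 9.57e-04) at 17 h (adjusted p = 0.0012 for the difference). Of the 21 genes shown, 16 fell, 1 rose and 4 did not pass the test at 6 h (17 fell and 1 rose when adjusted over the set alone), and 14 fell and 7 did not pass at 17 h (16 fell when adjusted over the set alone), with 9 falling at both times. The study chose these genes on the same arrays, so the counts are not independent evidence.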

Several inflammatory cytokines were downregulated in both 6-h and 17-h conditions; however, there were several unique inflammatory mediators to each condition (Figure 8A). 

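Genes of S phase and of mitosis stood on both sides of the comparison between the times. Pola1, the catalytic chain of DNA polymerase alpha, rose by a log2 change of 0.91 (SE 0.12, adjusted p = 0.0032) at 6 h and 0.65 at 17 h, the histone H4 gene Hist1h4f by 0.91 and 1.50 (SE 0.08, adjusted p = 9.13e-04), the replication checkpoint gene Clspn by 1.02 and 0.38, and the lamin gene Lmnb1 by 0.79 and 0.38. The mitotic kinase gene Aurka also rose at both times (0.32, SE 0.09, adjusted p = 0.0310 and 0.87), as did Cdca8, of the chromosomal passenger complex (1.15 and 0.56). The cyclin gene Ccnb2 read 0.06 (SE 0.07, adjusted p = 0.5618) at 6 h and rose by 1.05 (SE 0.07, adjusted p = 9.13e-04) at 17 h, and the spindle gene Spag5 0.05 and 1.02, with adjusted p = 0.0013 and 0.0017 for the difference between the times. Mastl, the Greatwall kinase of mitotic entry, rose by 0.91 (SE 0.08, adjusted p = 0.0010) at 6 h and fell by 0.46 (SE 0.08, adjusted p = 0.0091) at 17 h, the RSK kinase gene Rps6ka2 rose by 1.31 and fell by 0.48, and Cdc23, of the anaphase-promoting complex, fell by 0.39 and rose by 1.02. Of the 14 genes in Figure 8B, 10 rose, 1 fell and 3 did not pass the test at 6 h, and 12 rose and 2 fell at 17 h, with the same counts when adjusted over the set alone. At both times, 8 rose. The genes were selected by the study on these arrays and are not independent evidence of direction.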

Commonly upregulated DEGs were associated with the S phase of the cell cycle, whereas uniquely upregulated DEGs in both conditions were associated with the M phase of the cell cycle and mitotic cell division (Figure 8B).

### 2.8. Protein–Protein Interaction Network Analysis of the Commonly Regulated DEGs in 6-h and 17-h conditions in RAW264 Cells

We performed a protein–protein interaction (PPI) network analysis to uncover the interacting genes and to predict the molecular targets of BTEE’s biological functions.

First, we built a first-order undirected PPI network using the InnateDB Interactome database [25] consisting of common downregulated DEGs (*n* = 66). PPI analysis identified 20 seeds and 179 interacting nodes with 199 edges (Figure 9A). 

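All 6 hub genes fell at both times. The growth factor response genes Egr1 and Egr2 had log2 fold changes of -0.63 (SE 0.14, adjusted p = 0.0170) and -0.95 at 6 h, and -1.03 (SE 0.14, adjusted p = 0.0036) and -0.61 at 17 h. Stat5a, a transducer of GM-CSF and other cytokine signals, had -0.66 and -0.78, and Ncoa1 -1.12 and -0.95. Maf, a transcription factor that in macrophages drives Il10, had -1.95 (SE 0.11, adjusted p = 6.01e-04) and -0.59 (SE 0.11, adjusted p = 0.0101), and the 2 changes differed (adjusted p = 0.0021). Il6 read 12.37 ± 0.02 with BTEE and 13.51 ± 0.01 in control cells at 6 h (log2, SD, n = 2), with log2 fold changes of -1.15 (SE 0.07, adjusted p = 6.01e-04) and -0.82 (SE 0.07, adjusted p = 0.0012) at the 2 times (adjusted p = 0.0450 for the difference). Leaving out Il6 and Plk3, 20 measured genes named in this part of the paper were counted. Of these, 9 fell, 2 rose and 9 did not pass at 6 h, 10 fell, 2 rose and 8 did not pass at 17 h, and 7 fell at both times. They were named from these arrays and are not independent evidence. The interaction network itself was not rebuilt here.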

Early growth response 1 (*Egr1*) was the top hub node with the highest degree (degree = 39, betweenness = 6279.43), followed by the signal transducer and activator of transcription 5A (*Stat5a*; degree = 34, betweenness = 8203.75), *Il6* (degree = 20, betweenness = 2958.51), MAF BZIP transcription factor (*Maf*; degree = 16, betweenness = 2594.85), *Egr2* (degree = 14, betweenness = 1688.33), and nuclear receptor coactivator 1 (*Ncoa1*; degree = 12, betweenness = 2012.67). Enriched networks included Th17 cell differentiation (FDR = 3.41 × 10^−27^), Jak-STAT signaling pathway (FDR = 6.24 × 10^−21^), IL17 signaling pathway (FDR = 9.76 × 10^−16^), TNF signaling pathway (FDR = 4.54 × 10^−14^), PI3K-Akt signaling pathway (FDR = 8.54 × 10^−13^), cytokine–cytokine receptor interaction (FDR = 4.50 × 10^−10^), MAPK signaling pathway (FDR = 1.22 × 10^−8^), T cell receptor signaling pathway (FDR = 1.87 × 10^−8^), and Toll-like receptor signaling pathway (FDR = 1.20 × 10^−7^). All hub nodes and network enrichment results are provided in Supplementary File S2.

Undirected PPI analysis of the common downregulated DEGs leads to identifying an interesting downstream seed gene, AXL receptor tyrosine kinase (*Axl*), a tyrosine kinase from the TAM family (Figure 9A). Therefore, we further performed neighborhood analyses of the seed gene *Axl* to examine the expression profile of genes highly connected to *Axl*. 

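Axl, a receptor tyrosine kinase that restrains Toll-like receptor responses in macrophages, read 7.59 ± 0.06 with BTEE and 9.09 ± 0.06 in control cells at 6 h (log2, SD, n = 2) and 6.67 ± 0.27 with BTEE and 8.27 ± 0.04 in control cells at 17 h. The log2 fold change was -1.51 (SE 0.13, adjusted p = 8.36e-04) at 6 h, or 2.84-fold lower, and -1.60 (SE 0.13, adjusted p = 0.0011) at 17 h, or 3.03-fold lower. The fall did not differ between the times by the test (adjusted p = 0.7122). Axl passed the test at both times in each alternative fit of the single times. When the duplicate arrays were averaged, an alternative chosen after seeing the data, it did not pass, with the smallest p-value of all symbols (log2 fold change -1.553 over both times, SE 0.217, adjusted p = 0.2282). The residual of that fit is the difference between the times, moderated over all symbols, and not the spread between replicate arrays. No array of cells without LPS was analysed here, so these values do not measure how LPS changed Axl. The paper proposes that BTEE may act against inflammation by attenuating LPS-induced Axl expression. Apart from the arrays, it shows PCR data of Axl marked as significant against control samples (Figure 9G), which were not analysed here.

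**Figure D3:**
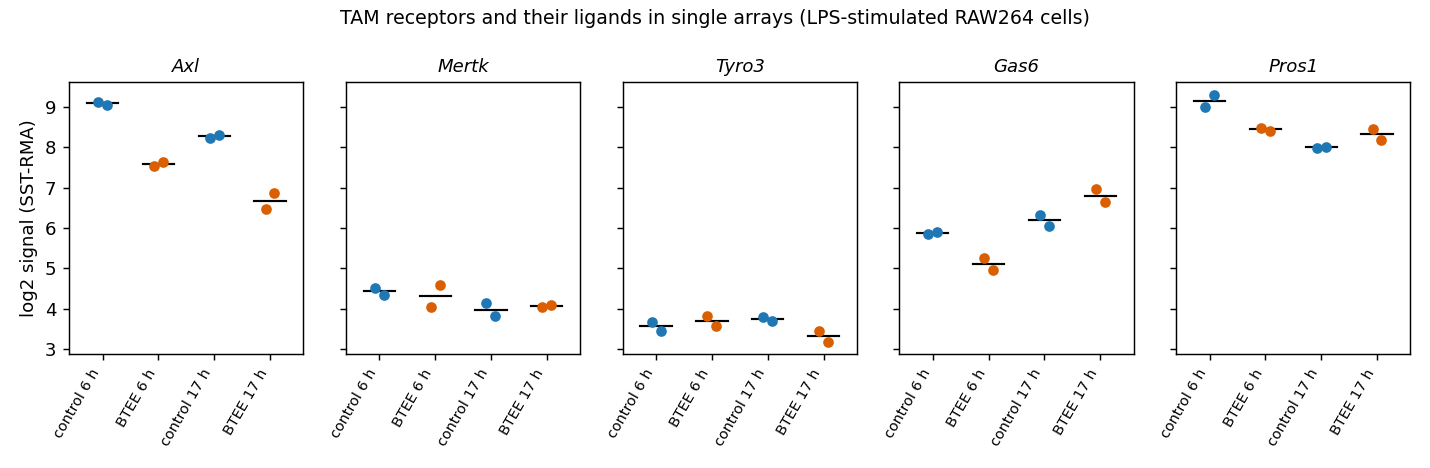
Log2 signal of Axl, Mertk, Tyro3, Gas6 and Pros1 on each of the 8 arrays, for BTEE and control cells at 6 h and 17 h (2 arrays per group). Axl lies between 6.48 and 7.63 with BTEE and between 8.24 and 9.13 in control cells, and Gas6 is lower with BTEE at 6 h and higher at 17 h.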

We found several genes interacting with *Axl* were downregulated in 6-h and 17-h conditions (Figure 9B,C).

Further, we expanded *Axl* with ‘All RNA-seq and ChIP-seq sample and signature search’ (ARCHS4) gene–gene coexpression matrix [26] by identifying the top 100 genes that mostly coexpress with *Axl*. 

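Among genes coexpressed with Axl in public data that Figure 9D shows, falls outnumbered rises at both times. Tnc, the matrix protein tenascin C, had log2 fold changes of -0.92 and -1.11 at 6 h and 17 h, the integrin ligand gene Edil3 -0.78 (SE 0.14, adjusted p = 0.0073) and -0.49 (SE 0.14, adjusted p = 0.0377), and Ahnak2 -0.60 and -0.38. Arhgap29, which encodes a GTPase-activating protein, had -1.23 (SE 0.20, adjusted p = 0.0052) at 6 h and -0.03 (SE 0.20, adjusted p = 0.9369) at 17 h, and the collagen gene Col1a1 -1.09 and 0.38, with adjusted p = 0.0176 and 0.0030 for the difference. Fstl1, a secreted glycoprotein, fell by 1.12 (SE 0.08, adjusted p = 6.54e-04) at 6 h and rose by 0.83 (SE 0.08, adjusted p = 0.0013) at 17 h, and the caldesmon gene Cald1 fell by 0.71 and rose by 0.66. The methyltransferase gene Nnmt rose by 0.66 (SE 0.10, adjusted p = 0.0043) at 6 h and fell by 0.77 (SE 0.10, adjusted p = 0.0030) at 17 h, and Phldb1 rose by 0.51 and fell by 0.81. Of the 17 genes in Figure 9D, 11 fell, 2 rose and 4 did not pass the test at 6 h, and 9 fell, 2 rose and 6 did not pass at 17 h (9 fell and 3 rose when adjusted over the set alone). Of these, 3 fell at both times. The figure shows genes picked on these arrays, so their counts are not independent evidence, and the 100 coexpressed genes were not analysed here.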

Among the top 100 coexpressed genes, several were significantly downregulated in both 6-h and 17-h conditions (Figure 9D).

AXL has been reported to exhibit crosstalk with numerous receptor tyrosine kinases (RTKs). Additionally, most AXL inhibitors are known to inhibit other protein kinases, preferentially RTKs. Therefore, we performed a kinase enrichment analysis of the downregulated DEGs to explore the overrepresented kinases (ARCHS4 kinases coexpression database). Top enriched kinases by the downregulated DEGs included mixed lineage kinases (RIPK1, RIPK2, and RIPK3), interleukin-1 receptor-associated kinase 2 (IRAK2), receptor tyrosine kinases (TXK, MERTK), nonreceptor tyrosine kinases (JAK3, ABL2, SRC), mitogen-activated protein kinase (MAP3K8), IκB kinase family (IKBKE), and polo-like kinase (PLK) (Figure 9E). 

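Among the genes of the named kinases, Src, a kinase of adhesion and receptor signaling, fell at both times, with log2 fold changes of -1.22 (SE 0.07, adjusted p = 6.01e-04) at 6 h and -0.52 (SE 0.07, adjusted p = 0.0038) at 17 h (adjusted p = 0.0039 for the difference). Abl2 had -0.46 at 6 h, Ikbke, a kinase upstream of interferon induction, -0.33 at 6 h and 0.35 at 17 h, and Plk3, a stress-responsive polo-like kinase, -0.66 (SE 0.10, adjusted p = 0.0049) at 17 h. Ripk1, a kinase of TNF receptor signaling, rose by 0.30 (SE 0.09, adjusted p = 0.0425) and fell by 0.41, and Ripk3, of necroptosis, rose by 0.32. Irak2 read -0.15 (SE 0.08, adjusted p = 0.1691) and -0.08 at the 2 times and Map3k8 0.20 (SE 0.09, adjusted p = 0.1392) and 0.20, none of which passed. Of the 11 kinase genes measured, 3 fell, 2 rose and 6 did not pass the test (3 fell and 2 rose when adjusted over the list alone) at 6 h. At 17 h, 3 fell, 2 rose and 6 did not pass the test (3 fell and 2 rose when adjusted over the list alone), with camera's adjusted p = 0.4768 at 6 h and 0.7975 at 17 h; their names come from the paper's analysis of these arrays and are not independent evidence. A kinase is enriched here through coexpressed genes, not its own mRNA. At 6 h the supplement lists 41 genes each for IRAK2 and RIPK1 (the paper's adjusted p = 2.07e-04 for both) and 39 for PLK3 (8.70e-04), and at 17 h 35 each for MAP3K8 and IRAK2 (1.50e-04). For MERTK and TXK at 6 h the paper's adjusted p was 0.1413, for ABL2 0.4004. At 17 h it was 0.1844 for SRC, and 1.0000 for kinases that include RIPK1, MERTK, TXK, ABL2, RIPK3 and IKBKE. Over all named kinases the supplement lists 153 distinct genes at 6 h and 106 at 17 h, of which 150 and 104 were matched here and all 150 and 104 fell, as genes taken from the study's own lower DEGs. Axl is not among them.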

Details of kinase coexpression enrichment analysis can be found in Supplementary File S3. 

To explore other direct regulators of *Axl*, we performed a TF enrichment analysis using the TRRUST (transcriptional regulatory relationships unraveled by sentence-based text mining) database (Figure 9F) [27]. Top enriched TFs by the downregulated DEGs included TFs that directly act on the *Axl* promoter (SP1, SP3, and HIF1A), that regulate *Axl* mRNA expression through other signaling pathways (JUN), and that regulate important downstream pathways of *Axl* (STAT and NF-κB) [28]. 

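The genes of the named transcription factors changed little. Rela, the p65 chain of NF-κB, rose by a log2 change of 0.27 (SE 0.07, adjusted p = 0.0272) at 6 h and fell by 0.59 (SE 0.07, adjusted p = 0.0023) at 17 h, a difference that passed the test (adjusted p = 0.0020). Stat3, a transducer of cytokine signals, had -0.32 (SE 0.08, adjusted p = 0.0244) and Nfkb1 -0.23 at 6 h. Hif1a, the oxygen-regulated factor, read 0.05 (SE 0.07, adjusted p = 0.5967) at 6 h and fell by 0.43 (SE 0.07, adjusted p = 0.0051) at 17 h, and Sp1 0.16 and -0.32. Sp3 read -0.20 (SE 0.09, adjusted p = 0.1272) and -0.05 (SE 0.09, adjusted p = 0.7258) and Jun 0.41 (SE 0.13, adjusted p = 0.0505) and 0.26 (SE 0.13, adjusted p = 0.1700), none of which passed. Of the 9 genes, 3 fell, 1 rose and 5 did not pass the test (3 fell and 2 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.8539 from camera. By 17 h of LPS, 4 fell, none rose and 5 did not pass the test (4 fell and none rose when adjusted over the list alone, and 0 rose in limma at an unadjusted p under 0.05), with adjusted p = 0.0329 from camera and adjusted p = 0.2577 with an estimated correlation, and for the difference between the times adjusted p = 0.5391. The paper drew these names from the same arrays, so the list is not independent evidence, and the enrichment counts targets of a factor, not its own mRNA.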

### 2.9. Chemical Perturbations from LINCS L1000 Library by the Downregulated DEGs

We have performed chemical/drug perturbations analysis using the LINCS L1000 library (Figure 10A–D) [29]. This analysis was limited to downregulated DEGs to examine the enrichment of *Axl* inhibitors. We identified several enriched chemicals/drugs in BTEE-treated conditions that not only downregulate *Axl* expression but also impact other genes through a complex network of both upstream and downstream regulatory interactions. For example, iguratimod, linopirdine, dilazep, vinyl-acetate, saracatinib, bretazenil, lapatinib, lomeguatrib, alaproclate, gatifloxacin, acalabrutinib, dacomitinib, and cabozantinib were enriched in 6-h condition, whereas fostamatinib, fiacitabine, dilazep, methylhydrazine-sulfate, bromosporine, cabozantinib, doxofylline, sinensetin, canertinib, celecoxib, and enoxacin were enriched in 17-h condition. 

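The drug and chemical terms rest on genes of the study's own lower DEGs. At 6 h, iguratimod, used against rheumatoid arthritis, has 32 listed genes, all matched here, and all fell, with a median log2 fold change of -0.702. Saracatinib, an inhibitor of SRC kinases, has 29 listed genes (median -0.755) and lapatinib, an inhibitor of EGFR and HER2, 28, of which 27 were matched and fell (median -0.760). At 17 h, fostamatinib, an inhibitor of the kinase SYK, has 25 listed genes, of which 24 were matched and 23 fell (median -0.762), and celecoxib, an inhibitor of COX2, has 20, all of which fell. Over the chemicals named for either time, with PD-98059 added, there are 168 distinct genes at 6 h, of which 164 were matched and 161 fell, and 111 at 17 h, of which 109 were matched and 106 fell. The 6 h count thus holds fostamatinib, canertinib and sinensetin, which the paper's text names for 17 h only. The 17 h count holds PD-98059, which its text does not name. Since the study took these genes from its lower DEGs on the same arrays, the counts are not independent evidence. The supplement holds 68 terms at 6 h, of which 67 list Axl, and 62 at 17 h, all of which list Axl; 52 and 33 of them carry the word Down, for genes lowered by the chemical. For its bar graphs the paper picked chemicals that lower Axl (Figure 10). These sheets hold almost only terms that list Axl, whether or not they carry the word Down, so the counts do not measure how often Axl is found. Cabozantinib, which the paper names, is in neither sheet. The smallest of the paper's adjusted p-values there are 0.0519 at 6 h, for iguratimod and linopirdine, and 0.0121 at 17 h, for PD-98059, an inhibitor of MEK1. Under 0.05 are 0 terms at 6 h and 5 at 17 h. No enrichment was rerun here, and the signatures themselves were not analysed here.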

Details of chemical perturbation enrichment analysis can be found in Supplementary File S4. These findings suggest that BTEE may have the potential to mimic the functions of the identified enriched drug or chemicals. 

Finally, we performed a disease–gene association enrichment analysis using the downregulated DEGs, which returned a list of diseases where BTEE is predicted to exert beneficial effects. Enriched disease terms included several inflammatory and autoimmune disorders as well as skin diseases (Figure 10E). The DisGeNET database was used for the disease–gene association enrichment analysis [30].

## 3. Discussion

BTEE exhibited anti-inflammatory effects that are mediated via the suppression of LPS-induced NO production and pro-inflammatory cytokines release. Further, an integrated whole-genome transcriptomic analysis predicted the interaction of BTEE on possible biological pathways and molecular targets.

Gene expression analysis showed that the expressions of six proinflammation-related genes, *Ccl2*, *Cox2*, *Tnf*, *iNos, Il1b,* and *Il6,* differed depending on the duration of LPS stimulation; however, BTEE treatment could overall decrease their expression. On the other hand, BTEE treatment upregulated to some extent the expressions of three anti-inflammation-related genes, *Atf3*, *Socs1,* and *Pgc1β,* at 6 h and 17 h post-LPS stimulation, respectively (Figure 1, Figure 2 and Figure 3).

Integrative evaluations of transcriptomics obtained from compound-induced gene expression data derived from biological experiments can capture the compound’s possible biological responses and molecular targets. Therefore, in the present study, we comprehensively analyzed how BTEE pretreatment affected the changes in gene expression in LPS-stimulated RAW264 cells. Enrichment analysis suggested that BTEE significantly downregulated gene expressions related to the cellular response to cytokine stimulus, LPS, and reactive oxygen species. More specifically, genes positively associated with cytokine production, such as *IL*s *1*, *2*, *8*, and *12*, and chemokine production, were downregulated in BTEE-treated cells. Additionally, signaling pathways of several tyrosine kinases—both receptor and nonreceptor—were downregulated, such as EGFR, VEGF, NTRK1, and NF-κB pathways (Figure 5, Figure 6 and Figure 7B). 

On the other hand, cell cycle, DNA methylation, DNA damage checkpoint, chromatin organization, as well as WNT, Notch, and p53 signaling pathways-related genes were significantly upregulated in BTEE-treated cells (Figure 7A,C).

Further, PPI and node neighborhood analyses predicted that BTEE interacts with *Axl* to exhibit its biological responses (Figure 9). First, untargeted PPI analysis of the commonly downregulated genes in both 6 h and 17 h post-LPS stimulation conditions returned a list of 20 seed genes with the highest interactions. Among them, *Axl* was the most downstream effector (Figure 9A). Next, node neighborhood analyses and gene coexpression analysis suggested that BTEE not only affected the expression of AXL but also significantly downregulated several coexpressed and downstream gene expressions (Figure 9B–D). 

AXL is a member of the RTK family, the TAM receptors (TYRO3, AXL, MERTK) [31]. The *Axl* transcription process is also feedback controlled by other RTKs. Activated EGFR pathways and downstream MEK/ERK signaling were reported to promote AXL mRNA expression through the JUN transcription factor in a number of cancer cells [32]. In line with previous studies on AXL inhibition, we also found that a number of tyrosine kinases and their signaling pathways were significantly downregulated in BTEE-treated cells (Figure 7 and Figure 9E). Additionally, AXL activation is associated with phosphatidylinositol 3-OH kinase (PI3K) and its downstream targets Akt, MAP kinase, Stat, and NF-κB signaling pathways [33]. Our transcriptomic data showed that several of these *Axl* downstream pathways were significantly downregulated by BTEE treatment.

Several TFs that directly act on the AXL promotor were found to be enriched by the downregulated DEGs (Figure 9F), such as *Sp1*/*Sp3* and hypoxia-inducible factor 1α (*Hif1α*) [34]. 

Additionally, chemical/drug perturbation analysis of the downregulated DEGs showed several known *Axl* inhibitors, such as cabozantinib [35], iguratimod [36], fostamatinib [37], and lapatinib [38] (Figure 10A–D). Finally, gene–disease association enrichment analysis predicts the potential of BTEE in several inflammatory and skin diseases (Figure 10E). Altogether, our enrichment and network analyses suggest that the pattern of biological processes and pathways modulated by BTEE treatment is similar to those found in *Axl* inhibitors.

Growth arrest-specific 6 (GAS6), an AXL ligand, has been well reported to bind to the receptor and to initiate a series of AXL downstream signaling factors [39,40]. In our study, we could not find any effect of BTEE on *Gas6* expression. However, AXL activation does not depend on GAS6 ligand-dependent dimerization only; instead, it exhibited several activation patterns, including GAS6 ligand-independent dimerization, heterophilic dimerization of AXL with a TAM family member (like MER or TYRO3) or with a non-TAM family protein, and ligand-independent activation through transcellular homophilic binding [28]. Therefore, further studies need to clarify the mechanism of BTEE in interfering *Axl* activation.

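Gas6, the ligand of the TAM receptors, read 5.11 ± 0.23 with BTEE and 5.87 ± 0.04 in control cells at 6 h and 6.80 ± 0.23 with BTEE and 6.20 ± 0.19 in control cells at 17 h (log2, SD, n = 2). Its log2 fold change was -0.76 (SE 0.16, adjusted p = 0.0121) at 6 h and 0.61 (SE 0.16, adjusted p = 0.0273) at 17 h, and the 2 changes differed (adjusted p = 0.0053). Pros1, which encodes protein S, the other ligand, had -0.71 (SE 0.13, adjusted p = 0.0087) at 6 h and 0.33 (SE 0.13, adjusted p = 0.1039) at 17 h. The receptor gene Mertk read -0.12 (SE 0.19, adjusted p = 0.6712) and 0.09 and Tyro3 0.14 (SE 0.13, adjusted p = 0.4728) and -0.43 (SE 0.13, adjusted p = 0.0507) at the 2 times, both near the floor of the arrays. Of the 5 TAM receptors and ligands, 3 fell, none rose and 2 did not pass the test (3 fell and none rose when adjusted over the list alone, and 0 rose in limma at an unadjusted p under 0.05) at 6 h. After 17 h, 1 fell, 1 rose and 3 did not pass the test (2 fell and 1 rose when adjusted over the list alone), with camera's adjusted p = 0.0750 at 6 h and 0.7975 at 17 h. Fisher's exact test of lower DEG symbols gave adjusted p = 0.0100 at 6 h (3 of 5) and 0.5643 at 17 h.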

Accumulating evidence supporting the role of AXL in inflammation, and cancer progression, metastasis, and treatment resistance [41,42,43,44,45], resulted in increased research attention on AXL inhibitors. Our study suggests that BTEE may exhibit anti-inflammatory effects by attenuating LPS-induced *Axl* expression.

One aspect that needs to be addressed is that we used murine macrophage RAW264 cell line, an established in vitro model used interchangeably as putative analogs to human macrophages [20,46], in our study to examine the anti-inflammatory activities of BTEE. However, since the targeted outcome for most anti-inflammatory pharmacological and biomaterial research and development is proven to have efficacy and safety in humans, further testing of BTEE in human cell lines and in vivo is necessary. 

Based on the above, BTEE is anticipated to be employed as a raw ingredient in nutraceuticals and functional foods to prevent or treat chronic inflammation as well as in cosmetics. According to our previous studies, the key components of BTEE include hydrocarbons, botryococcene, and methylated-meijicoccene, which have potential hair growth-promoting and anti-stress benefits [17,18]. We also examined the anti-inflammatory effects of botryococcene and methylated-meijicoccene on the LPS-mediated inflammatory responses in RAW264 cells; however, no significant effects were observed in the range of treatment concentrations of these compounds. Therefore, identifying the active compounds for the anti-inflammatory effects of BTEE is yet to be achieved. 

## 4. Materials and Methods

### 4.1. Preparation of BTEE

Lyophilized powder of BT TEPMO-26 (100 mg) was extracted with 1 mL of 70% Ethanol at room temperature and in the dark for two weeks [17]. After the extraction, the sample was centrifuged at 1000× *g* for 10 min, and the supernatant was collected. The extracted sample’s supernatant was filtered through a 0.22 µm filter unit and stored at −20 °C in the dark until use.

### 4.2. Cell Culture of RAW264 Cells

RAW264 cells (Resource No. RCB0535) were purchased from RIKEN BioResource Center (RIKEN BRC, Tsukuba, Ibaraki, Japan). RAW264 cells were cultured in Dulbecco’s modified Eagle medium (DMEM) (Merck KGaA, Darmstadt, Germany) supplemented with 10% heat-inactivated fetal bovine serum (FBS) (Bio West, Nuaillé, France) and penicillin-streptomycin solution (Merck KGaA, Darmstadt, Germany) at 37 °C in a humidified incubator containing 5% CO_2_ using 75 cm^2^ flask (BD FALCON, Corning, NY, USA).

### 4.3. MTT Assay

To evaluate the effect of BTEE on cell viability, the MTT assay was performed. MTT reagent, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide, was purchased from Dojindo Inc. (Kumamoto, Japan) [9,10]. 

In brief, RAW264 cells were seeded into a 96-well plate at the density of 2.0 × 10^5^ cells per well and incubated at 37 °C overnight. The RAW264 cells were treated with or without BTEE at 37 °C for 24 h. After treatment, MTT reagent was added to each well (10 μL/well) and incubated at 37 °C for 24 h. Then, the formazan crystal was dissolved with 100 μL of 10% Sodium Dodecyl Sulfate (SDS) (Fujifilm Wako Pure Chemical Co., Osaka, Japan) in each well and incubated overnight at 37 °C. 

The absorbance was measured at 570 nm using a microplate reader, VARIOSKAN LUX (Thermofisher Scientific, Waltham, MA, USA). The values were normalized to the value of the medium and calculated as the percentage of control.

### 4.4. Preparation of LPS

LPS (*E. coli* O111:B4) was purchased from EMD Millipore Co. (Billerica, MA, USA). A total of 5 mg of LPS was dissolved in 2 mL of PBS (-) and stored at −80 °C in the dark until use. After the treatment, LPS solution (1 ng/mL) was added to each well and incubated for 16 h at 37 °C.

### 4.5. Measurement of NO Production

The Griess method measures the concentration of NO_2_ by measuring the absorbance of the diazo compound generated by the coupling reaction (Griess reaction) [9,10]. RAW264 cells were seeded into a 96-well plate at 2.0 × 10^5^ cells/mL density and incubated at 37 °C for 24 h. The cells were treated with or without BTEE at 37 °C for 24 h. 

After the BTEE treatment, the LPS solution (1 ng/mL) was added to each well and incubated for 16 h at 37 °C. Then, the supernatant of the cell culture medium was mixed 1:1 with the Griess reagent (1% sulfanilic acid and 0.1% N-(1-Naphthyl) ethylenediamine Dihydrochloride in 2.5% phosphoric acid). The absorbance was measured at 540 nm using a microplate reader (VARIOSKAN LUX, Thermofisher Scientific), and the nitrite concentration was determined by a dilution of sodium nitrite (NaNO_2_) as a standard. Sulfanilic acid, Phosphoric acid, and NaNO_2_ were purchased from Fujifilm Wako Pure Chemical Co. N-(1-Naphthyl) ethylenediamine Dihydrochloride was purchased from Tokyo Chemical Industry Co., Ltd., (Tokyo, Japan).

### 4.6. RT-qPCR Analysis of Gene Expression in RAW264 Cells

RT-qPCR was performed to evaluate the effect of BTEE on gene expression in RAW264 cells [10,15]. For the quantification of gene expression, the TaqMan probe was used. Total RNA was extracted using ISOGEN (Nippon Gene Co., Ltd., Tokyo, Japan) following the manufacturer’s instructions. RAW264 cells were seeded at 2.0 × 10^5^ cells/mL in 6-well dishes (BD FALCON, Corning) and incubated for 24 h at 37 °C. After that, cells were treated with or without 0.2 mg/mL BTEE and incubated for 24 h at 37 °C. After the treatment, LPS solution (1 ng/mL) was added to each well and incubated for 0, 6, or 17 h at 37 °C. After that, cells were lysed with 1 mL of ISOGEN. The lysates were obtained, and RNA was quantified using a Nanodrop 2000 spectrophotometer (Thermofisher Scientific). Next, reverse transcription reactions were carried out using SuperScript IV VILO Master Mix (Thermofisher Scientific) following the manufacturer’s instructions. For the quantification of amounts of transcripts, the TaqMan real-time RT-PCR amplification reactions were performed using the Applied Biosystems 7500 Fast Real-Time System (Thermofisher Scientific) following the manufacturer’s instructions. 

All the primer sets and TaqMan Universal PCR Master mix were purchased from Thermofisher Scientific. Specific primers Glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) (Mm99999915_g1), *Ccl2* (Mm00441242_m1), *Tnf* (Mm00443258_m1), *Cox2* (Mm00478374_m1), *iNos2* (Mm00440502_m1), *Il6* (Mm00446190_m1), *Il1b* (Mm00434228_m1), *Il10* (Mm01288386_m1), *Atf3* (Mm00476032_m1), *Socs1* (Mm00782550_s1), and *Pgc1β* (Mm00504730_m1) were used. Results of the mRNA levels of all genes were normalized using *Gapdh* as an internal control.

### 4.7. DNA Microarray Analysis for Gene Expression Profiling in RAW264 Cells

DNA microarray analysis was conducted following the manufacturer’s instructions provided by Thermofisher Scientific. In brief, as described above, total RNA from RAW264 cell was extracted using ISOGEN. Synthesis and in vitro transcription of complementary DNA (cDNA), purification and reverse transcription of cRNA, and synthesis, purification, fragmentation, and labelling of single-stranded cDNA (ss-cDNA) were performed using the GeneChip WT PLUS Reagent Kit (Thermofisher Scientific) following the manufacturer’s instructions. Cartridge Array Hybridization was performed using the cartridge array (Clariom S array, mouse; Thermofisher Scientific) on the GeneChip™ Fluidics Station (Thermofisher Scientific). Scanning was performed using the GeneChip Scanner (Thermofisher Scientific). Reagents from GeneChip™ Hybridization, Wash and Stain Kit were used for hybridization and scanning.

### 4.8. DNA Microarray Data Processing and Subsequent Analyses

The raw image data were normalized following the signal space transformation robust multi-chip analysis (SST-RMA) algorithm using the Transcriptome Analysis Console (TAC) software (ver. 4.0.2, Thermofisher Scientific). The SST-RMA method reduces background through GC Correction Version 4. Gene-level analysis was performed using the Limma Bioconductor package implemented in TAC software. One-way ANOVA followed by an empirical Bayes correction was performed for differential expression analysis. Detected Above Background (DABG) threshold was set to 0.05 and Pos/Neg area under the curve (AUC) threshold was set to 0.7. Finally, gene-level filter criteria were set as *p* value (one-way between-subject) <0.05 and fold change (in linear space) >1.5. Genes that passed the filter criteria were considered differentially expressed genes (DEGs). Subsequent analyses were performed using the DEGs between BTEE + LPS vs. LPS at 6 h (often refers to as 6H in the figures) and BTEE + LPS vs. LPS at 17-h conditions (often refers to as 17H in the figures). 

Gene ontology (GO) and pathway enrichment analyses were performed using the web-based tool Metascape v3.5.20230101 (http://metascape.org) (accessed on 8 January 2023) [47]. TRRUST [27] and DisGeNET [30] databases were used for TF and disease–gene association enrichment analyses, respectively. PPI networks were built using the InnateDB Interactome database [25] on the NetworkAnalyst tool version 3.0 (https://www.networkanalyst.ca/NetworkAnalyst/home.xhtml) (accessed on 22 December 2022) [48]. Heatmaps were generated using the Morpheus online tool (https://software.broadinstitute.org/morpheus/) (accessed on 22 December 2022). Kinases coexpression and chemical perturbation analyses were performed on the Enrichr tool (https://maayanlab.cloud/Enrichr/) (accessed on 22 December 2022) [49] using the ARCHS4 [26] and LINCS L1000 [29] data sets, respectively. 

### 4.9. Statistical Analysis

Results were expressed as mean ± standard deviations (SD). Student’s T-Test was used to determine the statistically significant difference between the means of the two groups. Graphs were prepared using Microsoft Excel software (version 2019).

## 5. Conclusions

In conclusion, we have evaluated the anti-inflammatory effects of the BTEE on the LPS-induced pro-inflammatory conditions in the RAW264 murine macrophage-like cells. Further investigation in human cell lines and identification of the active substance of BTEE will lead to the development of new anti-inflammatory agents derived from microalgae.

## Figures and Tables

**Figure 1:**
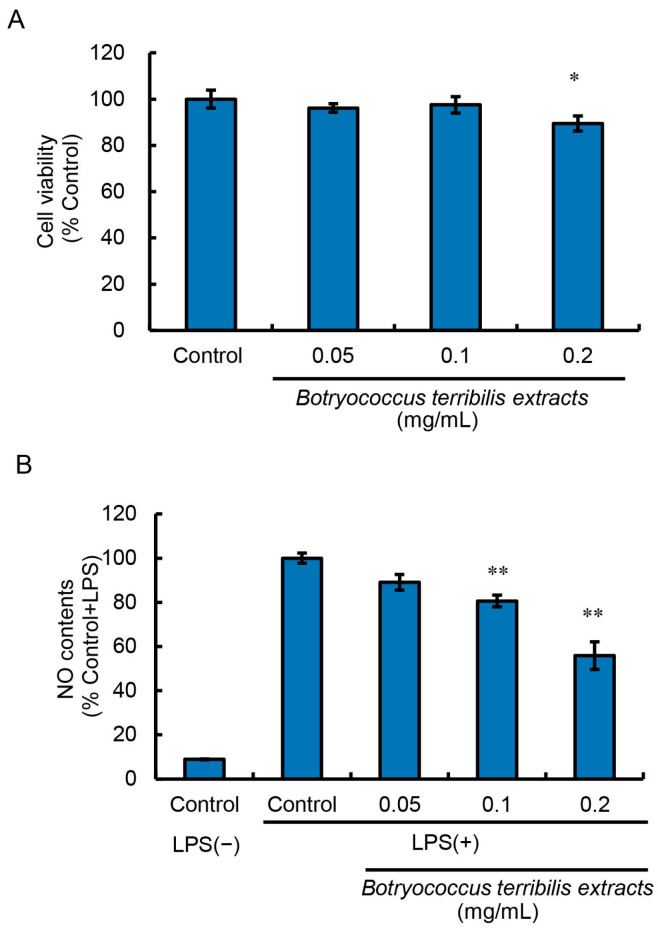
Effect of BTEE on cell viability and LPS-induced NO production in RAW264 cells. (**A**) RAW264 cells were treated with or without BTEE at the concentrations of 0.05, 0.1, and 0.2 mg/mL for 24 h. After treatment, cell viability was measured by MTT assay. Values are expressed as mean ± SD of triplicate experiments and as relative to the percentage of control. (**B**) Cells were treated with or without BTEE at concentrations of 0.05, 0.1, and 0.2 mg/mL for 24 h. After treatment, cells were stimulated with LPS (1 ng/mL) for 16 h. The amount of NO production was measured by the Griess reaction. Values are expressed as mean ± SD of triplicate experiments and as relative to the percentage of control LPS (+). Significance is indicated as * *p* < 0.05 or ** *p* < 0.01.

**Figure 2:**
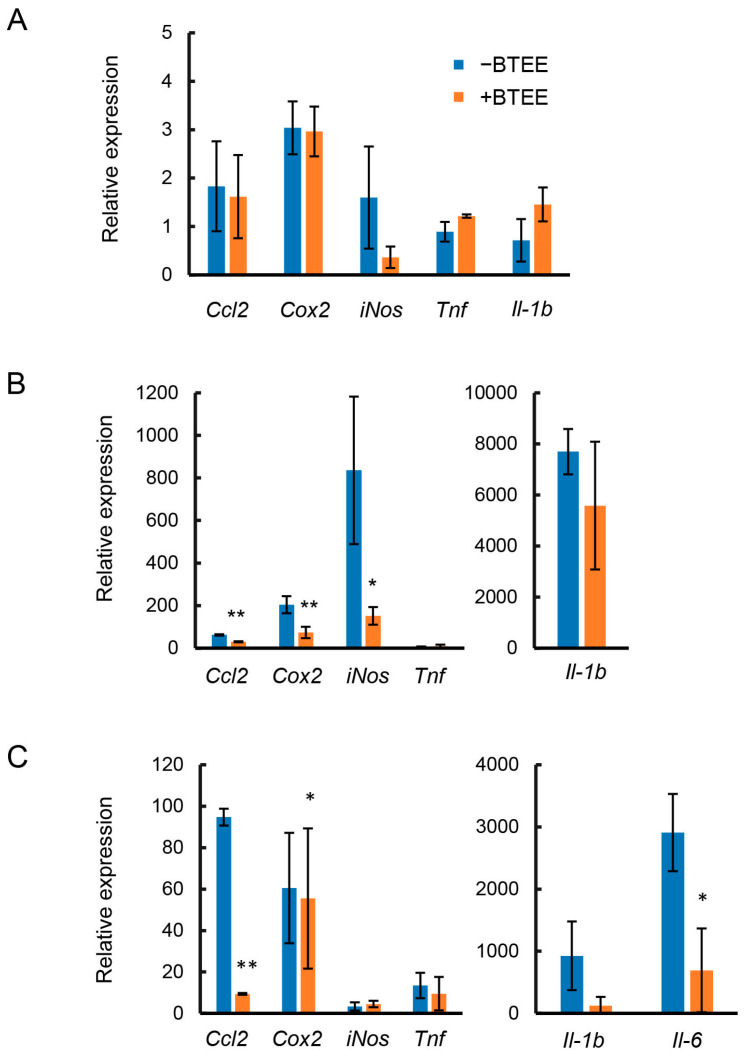
Effects of BTEE on the mRNA expression of inflammatory mediators. Cells were treated with or without BTEE at concentrations of 0.2 mg/mL for 24 h. After treatment, cells were activated with LPS (1 ng/mL) for (**A**) 0 h, (**B**) 6 h, and (**C**) 17 h. The mRNA expressions of pro-inflammatory mediators were determined by RT-PCR. Values are expressed as the mean ± SD of triplicate experiments. Significance is indicated as * *p* < 0.05 or ** *p* < 0.01.

**Figure 3:**
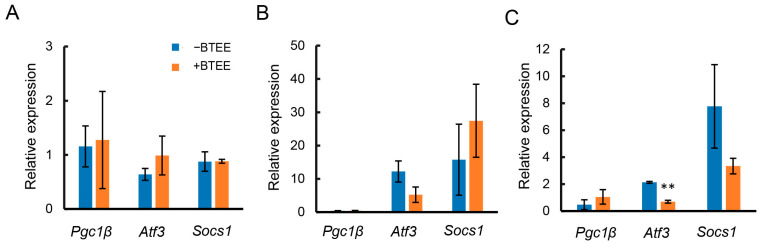
Effects of BTEE on the mRNA expressions of anti-inflammatory mediators. Cells were treated with or without BTEE at concentrations of 0.2 mg/mL for 24 h. After treatment, cells were stimulated with LPS (1 ng/mL) for (**A**) 0 h, (**B**) 6 h, and (**C**) 17 h. The mRNA expressions of pro-inflammatory mediators were determined by RT-PCR. Values are expressed as the mean ± SD of triplicate experiments. ** *p* < 0.01 significance compared to control samples.

**Figure 4:**
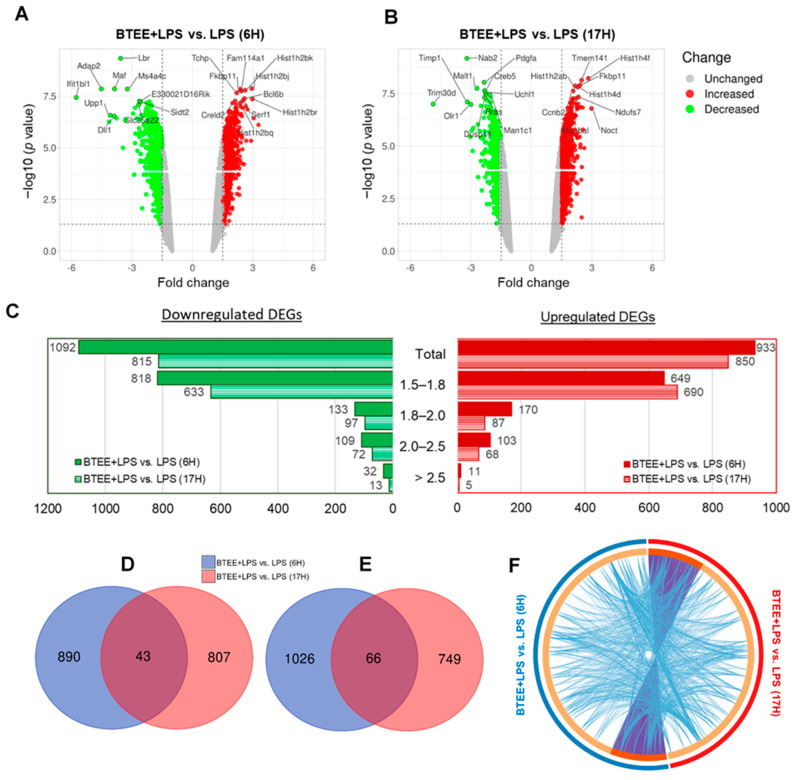
Characterization of gene expression profile in BTEE-treated RAW264 cells. Volcano plots displaying differentially expressed genes (DEGs) between BTEE-treated and nontreated RAW264 cells (**A**) 6 h after LPS induction and (**B**) 17 h after LPS induction. The vertical axis (y-axis) corresponds to −log10 *p* value and the horizontal axis (x-axis) displays linear fold change. The red dots represent the upregulated genes; the green dots represent the downregulated genes. The top 20 DEGs with the biggest fold changes are shown. (**C**) Bar graphs showing the distribution of fold changes of the DEGs in BTEE-treated RAW264 cells. The red bars (red fill bars refer to 6 h and pattern bars refer to 17-h condition) represent the numbers of upregulated DEGs; the green bars represent the numbers of downregulated genes (green fill and pattern bars refer to 6 h and 17-h conditions, respectively). Venn diagrams illustrate gene expression similarity between two experimental conditions in RAW264 cells. Blue circles represent DEGs between BTEE + LPS vs. LPS 6 h and red circles represent BTEE + LPS vs. LPS 17-h conditions; (**D**) Upregulated DEGs and (**E**) Downregulated DEGs. (**F**) The Circos plot shows how genes overlap between 6 h and 17-h conditions. On the outside, the blue arc represents the DEG list from BTEE + LPS vs. LPS 6 h and the red arc represents the DEG list from BTEE + LPS vs. LPS 17-h condition. On the inside, the dark orange color represents the DEGs shared by both 6-h and 17-h conditions and the light orange color represents the DEGs unique to each condition. Purple lines link the common DEGs shared by both conditions. Blue lines connect the DEGs that fall under the same significantly enriched gene ontology term.

**Figure 5:**
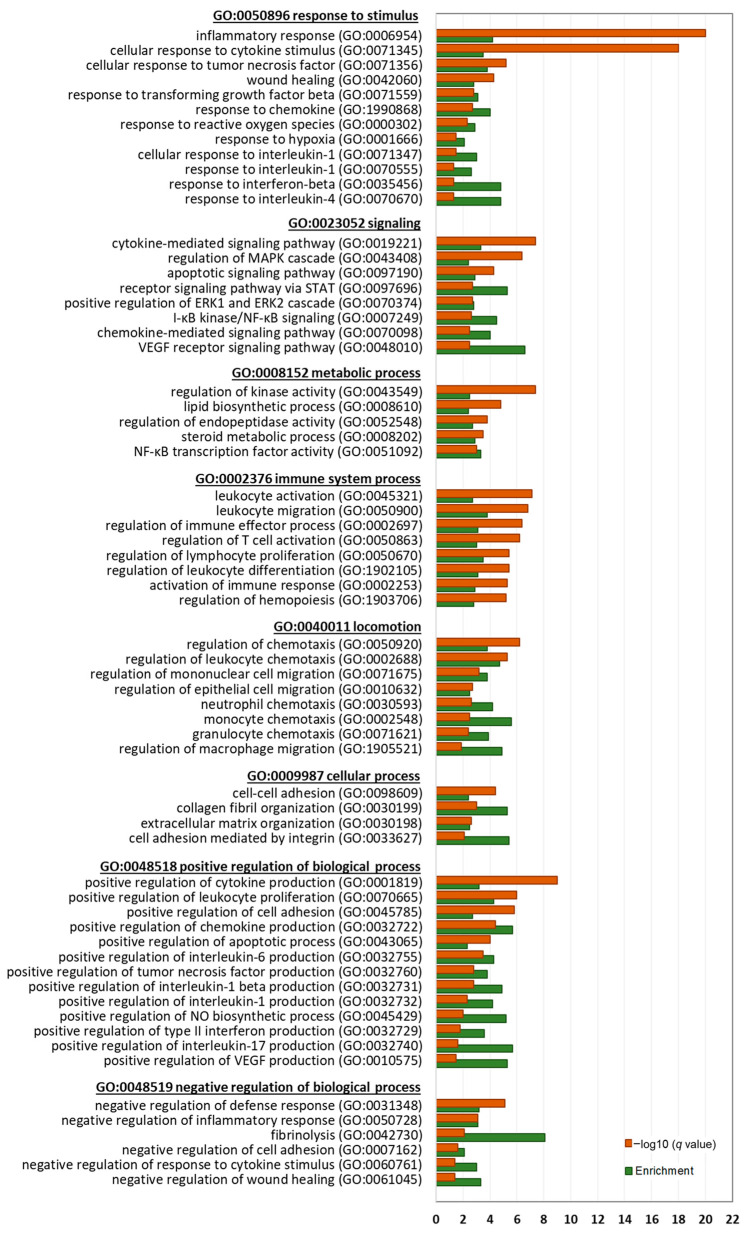
Biological process gene ontology (GOBP) analysis of downregulated DEGs between BTEE-treated and nontreated RAW264 cells after 6 h LPS stimulation. Top enriched GOBP terms are presented under their parent terms. The orange bars represent the −log10 *q* value (Benjamini–Hochberg *p* value correction algorithm for multiple comparisons) and the green bars represent the enrichment score.

**Figure 6:**
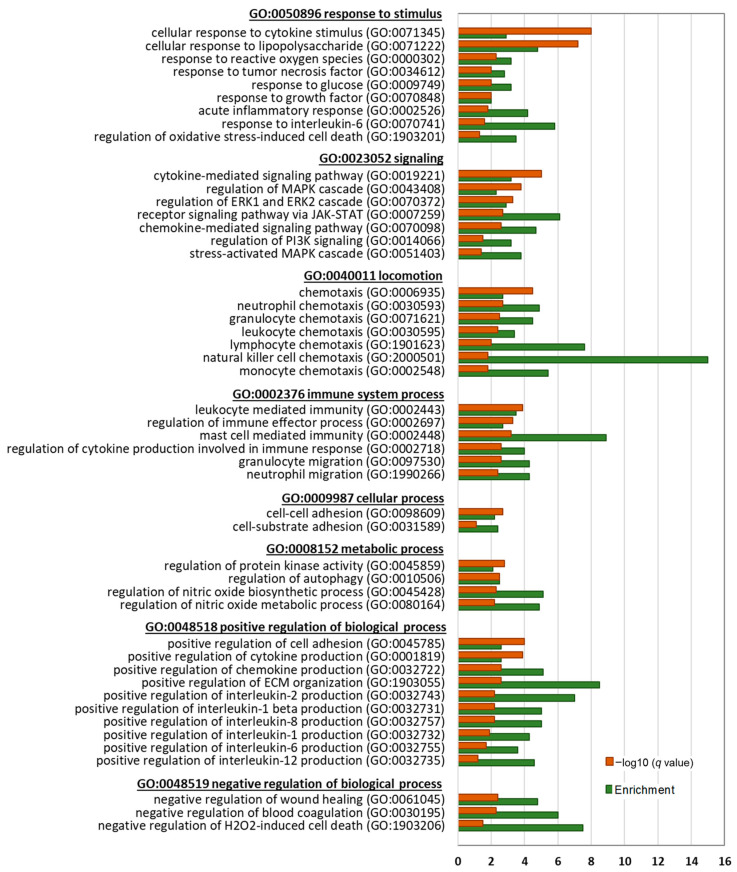
Biological process gene ontology (GOBP) analysis of downregulated DEGs between BTEE-treated and nontreated RAW264 cells after 17 h LPS stimulation. Top enriched GOBP terms are presented under their parent terms. The orange bars represent the −log10 *q* value (Benjamini–Hochberg adjusted *p* value for multiple comparisons), and the green bars represent the enrichment score.

**Figure 7:**
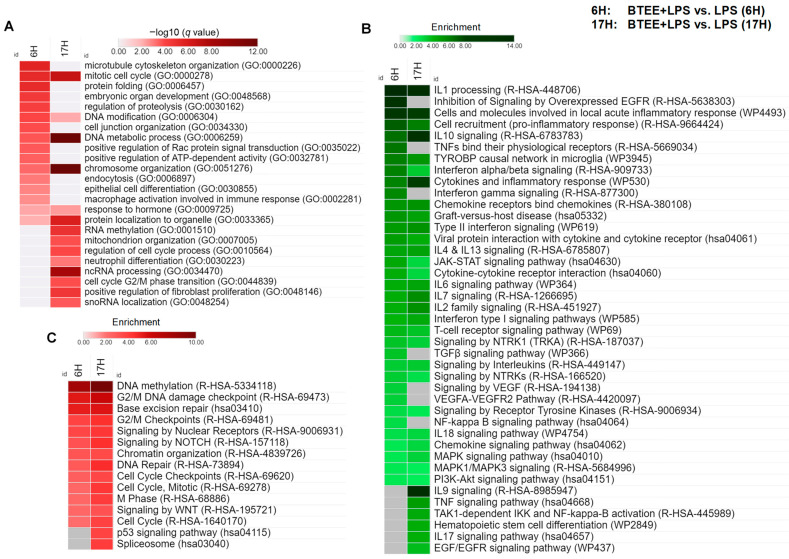
Biological process gene ontology (GOBP) and pathway enrichment analyses. (**A**) Heatmap shows significant GOBP terms in both 6-h and 17-h conditions enriched by the upregulated DEGs between BTEE-treated and nontreated RAW264 cells. Color code represents the −log10 *q* value (Benjamini–Hochberg adjusted *p* value for multiple comparisons). Significantly enriched pathways by the (**B**) downregulated and (**C**) upregulated DEGs. The color code represents the enrichment score.

**Figure 8:**
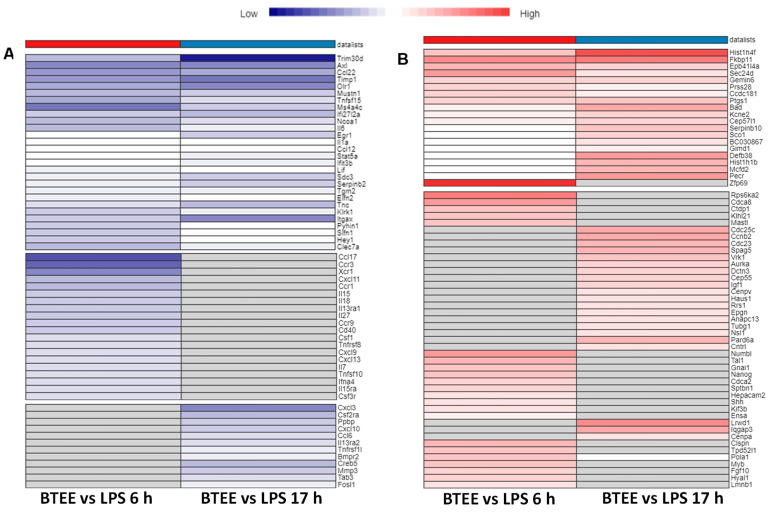
Heatmaps of DEGs of top enriched functions. (**A**) Expression profile of downregulated DEGs associated with several inflammatory pathways; (**B**) Expression profile of upregulated DEGs associated with cell cycle and cell division.

**Figure 9:**
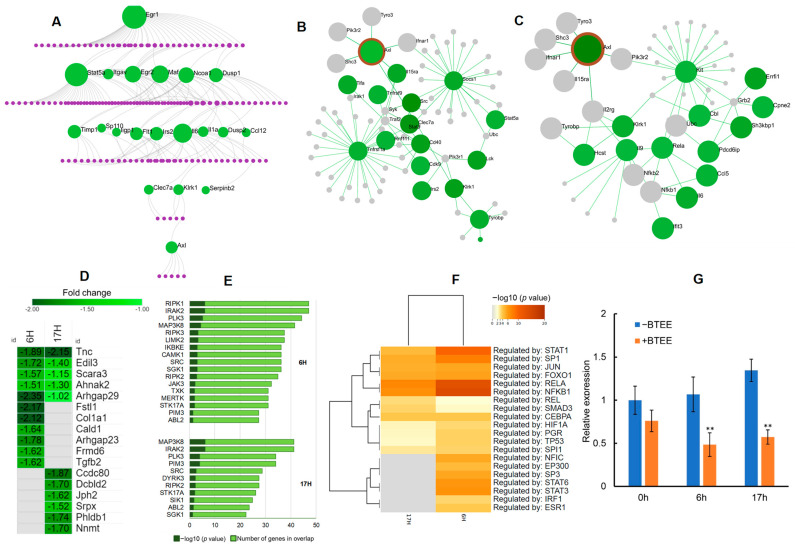
PPI interaction network and enrichment analysis. (**A**) Generic first-order PPI network by the commonly downregulated DEGs (*n* = 66) in both 6-h and 17-h conditions shown in the ‘Sugiyama’ layout. Each green node represents the seed proteins and edges indicating known interactions (InnateDB Interactome database) between two connecting proteins. Purple nodes represent nonsignificant genes. Node neighborhood analyses showing expression profile of highly interacting genes with *Axl* in (**B**) BTEE + LPS vs. LPS 6-h condition and (**C**) BTEE + LPS vs. LPS 17-h condition. (**D**) Heatmap showing expression profile of downregulated DEGs that coexpress with *Axl*. Coexpressed genes, ranked among the top 100, were identified with ARCHS4 gene–gene coexpression database. (**E**) Bar graph showing kinase enrichment analysis of the downregulated DEGs (ARCHS4 kinases coexpression database. (**F**) Heatmap showing TF enrichment analysis (TRRUST database). (**G**) Quantified PCR analysis data of *Axl*. ** *p* < 0.01 significance compared to control samples.

**Figure 10:**
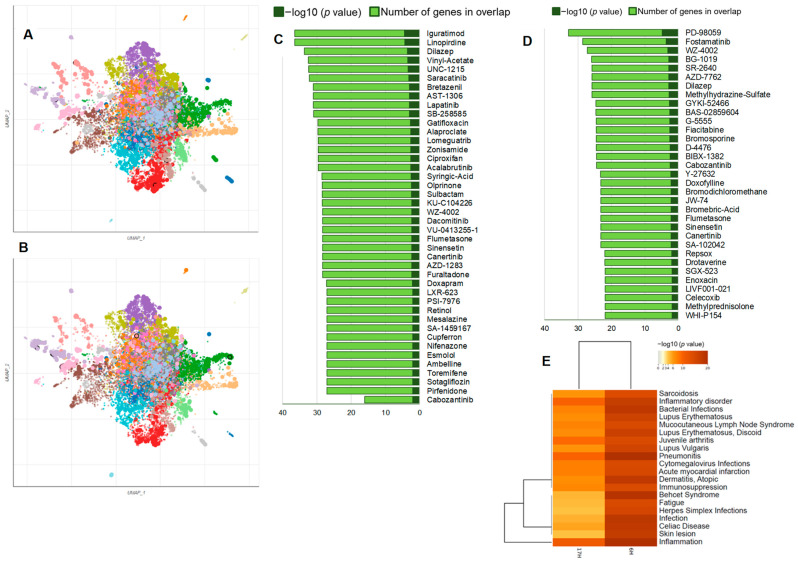
Chemical Perturbations and disease–gene association enrichment analysis *by downregulated DEGs in BTEE-treated RAW264 cells* from LINCS L1000 library and DisGeNET database. Scatterplots of all terms in the LINCS L1000 chemical perturbation consensus signature gene set library; (**A**) 6-h condition, (**B**) 17-h condition. Each point represents a term in the library. Term frequency–inverse document frequency (TF–IDF) values were computed for the gene set corresponding to each term, and the UMAP dimensionality reduction approach was applied to the resulting values. The terms are plotted based on the first two UMAP dimensions. Generally, terms with more similar gene sets are positioned closer together. Terms are colored by automatically identified clusters computed with the Leiden algorithm applied to the TF–IDF values. The darker and larger the point, the more significantly enriched the term. From the scatter plots, drugs or chemicals that downregulate *Axl* expression are identified and plotted in the bar graphs; (**C**) 6-h condition, (**D**) 17-h condition. (**E**) Heatmap shows enrichment analysis of disease–gene association in DisGeNET.

## Data Availability

The supporting data of this article can be found within this paper. The microarray data have been deposited in the NCBI GEO database and are publicly available (Accession number: GSE221665; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221665) (accessed on 23 December 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24076666/s1.

# Supplementary material for: Botryococcus terribilis Ethanol Extract Exerts Anti-inflammatory Effects on Murine RAW264 Cells
**Source:** Int J Mol Sci. 2023 Apr 3;24(7):6666. doi: 10.3390/ijms24076666
**Supplement:** Supplementary file 1

**Figure S1:** Downregulated DEGs in BTEE-treated conditions related to 'cytokine–cytokine receptor interaction' KEGG pathway;

**Supplementary File S1:** Commonly regulated gene list;

**Supplementary File S2:** PPI network analysis of common downregulated DEGs;

**Supplementary File S3:** Kinase coexpression analysis by the downregulated DEGs;

**Supplementary File S4:** Drug/chemical perturbation analysis by the downregulated DEGs.

# Supplementary material for: Botryococcus terribilis Ethanol Extract Exerts Anti-inflammatory Effects on Murine RAW264 Cells
**Source:** Int J Mol Sci. 2023 Apr 3;24(7):6666. doi: 10.3390/ijms24076666
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure S1A. Downregulated DEGs in 6H BTEE-treated condition related to ‘cytokine-cytokine receptor interaction’ KEGG pathway (Red marked genes)

## Slide 2

Supplementary Figure S1B. Downregulated DEGs in 17H BTEE-treated condition related to ‘cytokine-cytokine receptor interaction’ KEGG pathway (Red marked genes).

How the deposited data were processed for this re-analysis (not part of the article)

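RNA of RAW264 cells was measured on 8 Clariom S mouse arrays, 2 for each of 4 groups: cells treated for 24 h with BTEE at 0.2 mg/mL and control cells, each after 6 h or 17 h with 1 ng/mL LPS. Groups, doses and times were taken from the sample labels and the paper's methods. The authors processed the arrays in the Transcriptome Analysis Console with SST-RMA and deposited 1 log2 signal for each of 22206 probe sets and array. The paper gives version 4.0.2 of that software and the series text version 4.0.1. The authors also deposited, for each time, a table of their comparison with the group averages in log2, a signed linear fold change, a p-value and an FDR. From the group means of the deposited log2 signals, the averages of these tables differed by at most 0.005. Raw image intensities were not used here.

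The log2 signals were used as deposited. For gene symbols, probe sets with several symbols (836) or none (3) were left out, and where a symbol had several probe sets the one with the highest mean over the 8 arrays was used, which left out 213 probe sets and gave 21154 symbols. Of these, 19689 matched a symbol of the reference annotation and 858 an older symbol, and 607 matched none and were kept under the arrays' name.

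Differences were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group, 4 residual degrees of freedom and empirical Bayes moderation (prior degrees of freedom 3.08 for probe sets and 3.12 for symbols). The comparisons were BTEE with control at 6 h, the same at 17 h, the difference between those 2 effects, and control cells of 17 h with those of 6 h. Adjusted p-values are Benjamini-Hochberg values over the 21154 symbols. Standard errors are limma's moderated ones, and SDs are over the 2 arrays of a group. DEGs were counted at the paper's thresholds, an unadjusted p under 0.05 and a fold over 1.5. The fit was tested on simulated data with the spread of these arrays: of 159 calls at an adjusted p under 0.05 at the time with planted changes, 5 were false, and 0 symbols were called by limma at the time with none. That simulation changed 200 symbols and a list of 30, with noise independent between arrays. It therefore does not measure false calls from variation shared by the arrays of a group. The number of arrays limits the precision, and 2 arrays per group do not allow permutations of the group labels to reach a p under 0.05.

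The 56 gene lists were tested with limma's camera at a preset correlation of 0.01, each against all other symbols, with Benjamini-Hochberg values over the lists. They cover chemokines, cytokines and their receptors, interferon-stimulated genes, signaling components, adhesion and matrix, markers of macrophages and of other cell types, the cell cycle, histones and DNA repair, protein folding, RNA and ribosome biogenesis, mitochondrial, lipid, redox and hypoxia genes, lysosome and autophagy, TAM and other receptor tyrosine kinases, the kinases and transcription factors the paper names, the mediators it assayed by RT-qPCR, and sensory receptor genes. Fisher's exact test (2-sided) of lower or higher DEG symbols in a list was adjusted over the lists in the same way. Where camera estimated the correlation, it used the 4 residual degrees of freedom. Many estimates lay under the preset value, such as 0.0011 for CC chemokines, -0.0465 for chemokine receptors and -0.0054 for oxidative phosphorylation. Lists, groups, tests, the rule for named genes and the alternatives were fixed before the data were examined. Chosen after seeing the data were the addition of the spread of sensory receptor genes to the standard errors, the averaging of duplicate arrays, the tests of technical explanations other than that of the ribosomal protein genes, and the look at single probe sets of Sp110 and Pik3c2g. The paper's figures and its supplementary list of common DEGs had been read by then.

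Named genes are, for each comparison, the 10 symbols with the largest fall and the 10 with the largest rise among those with an adjusted p under 0.05, a fold over 1.5, both BTEE arrays on the same side of both control arrays and a mean log2 signal of at least 6 in the higher group; every gene that the paper names in its text on these arrays, in its figures or in its list of common DEGs; and for each gene list up to 5 members with the largest change among those with an adjusted p under 0.05.

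Alternatives were quantile normalization on top, centring each array on its median, a minimum mean log2 signal of 6, a fit of the 4 arrays of 1 comparison alone, replicate number as a block, a prior with trend and robust estimation, no moderation, the mean of all probe sets of a symbol, an adjusted p in place of the unadjusted one, a treat test against a fold of 1.5, the authors' deposited p-values and folds, a fold over 2, camera with an estimated correlation, fry, and leaving out each array in turn. The gene ontology, pathway, network and drug enrichments of the paper were not rerun here, and the RT-qPCR, viability and nitric oxide assays were not analysed here.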

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

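The tests of technical explanations were chosen after the results were seen, apart from that of the ribosomal protein genes, and the standard errors widened by the spread of sensory receptor genes were added after seeing the data.

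The response to BTEE differed between the times for 6651 of 21154 symbols by limma's test of the difference at an adjusted p under 0.05, of which 653 fell at 6 h and rose at 17 h and 554 rose and then fell. With the spread of the sensory receptor genes added, 11 symbols passed. Among the gene lists, oxidative phosphorylation (adjusted p = 7.06e-07), endoplasmic reticulum folding and stress (adjusted p = 0.0027) and NRF2 targets (adjusted p = 0.0106) differed between the times by camera, none of them with an estimated correlation.

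Of 33 genes named in the paper's text, 14 had a different effect at the 2 times (each n = 2 arrays per group). The log2 fold change at 17 h minus that at 6 h was 0.55 for Abl2, 1.365 for Gas6, -0.48 for Hif1a, 0.675 for Ikbke, 0.93 for Il10, -0.485 for Il1b, 0.325 for Il6, 1.36 for Maf, 0.65 for Nos2, -0.46 for Ptgs2, -0.705 for Ripk1, -0.475 for Sp1, 0.7 for Src and 0.57 for Txk.

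Control cells, which the paper does not compare between the times on the arrays, differed between 17 h and 6 h of LPS for 11054 symbols, 5465 higher and 5589 lower at 17 h. Batch or day of the arrays is not given for either time.

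Sensory receptor genes, which macrophages are not known for and which read at a median log2 signal of 3.62, passed the DEG thresholds in 12 percent of 1439 genes at 6 h and 10 percent at 17 h. Single-array noise was tested with the fold changes of replicate 1 and replicate 2 at 6 h. They correlated across these genes with r = 0.533, which argues against this cause. Array scaling was tested with quantile normalization, after which 21.3% of these genes still had an adjusted p under 0.05 at 6 h, beside 21.1% as deposited. The deposited signals had already been quantile normalized, so a repeat could hardly change the share and leaves scaling undecided. An effect of BTEE kept at both times is argued against by r = -0.010 between the 6 h and 17 h fold changes. Variation shared by the 2 arrays of a group and unrelated to BTEE stays open: the fold changes between control cells of 17 h and 6 h had 1.00 times the SD of those between BTEE and control cells at 6 h. A time-dependent effect of BTEE or LPS on these genes was not tested, and such shared variation may also lie in the standard errors of other genes.

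Histone genes were higher as a list at both times by camera, also with an estimated correlation (adjusted p = 0.0330 and 0.0269). The share of 10000 signal-matched random lists that shifted as far was put at 0.0001, the smallest value that many lists can give. It does not decide on chance. The list was picked for this test after its rise was seen. Random lists also hold genes drawn at random, while histone genes may vary together. Shared sequence within 1 histone class alone is argued against as the whole cause by positive means over both times in 5 of 5 classes, from 0.273 to 0.610. All 5 lay above the upper bound of random lists, but that bound does not allow for sequence shared within a class. Shared sequence stays open for the differences between the times. H2A genes went from a mean log2 fold change of 0.138 at 6 h to 0.729 at 17 h and H2B genes from 0.734 to 0.283. Variation of the RNA or labelling that reaches histone transcripts alone is argued against at 17 h by the DNA replication genes, of which 65.9% rose, beside 14.9% of all symbols. At 6 h it stays open: 27.3% of the replication genes rose, beside 14.5% of all symbols, but the list passed camera at its preset correlation (adjusted p = 0.0088) and not with an estimated one (adjusted p = 0.1008). The 2 times were judged by unlike rules, both written after the results. At 17 h the rule asked only for a share of genes, and at 6 h also for a pass with an estimated correlation. With that correlation the list passed camera at 17 h (adjusted p = 0.0269). A shift of cells toward S phase with BTEE may account for the pattern as well, as a hypothesis found on the same arrays that a measurement of cell cycle phases, not analysed here, would test, and variation between cultures in cell density or growth was not tested.

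Oxidative phosphorylation genes were lower at 6 h and higher at 17 h by camera, but with an estimated correlation the call at 6 h was lost (adjusted p = 0.1151). A shift of all genes of like signal is argued against by a share of 0.0001 of signal-matched random lists with as large a difference, again the smallest these lists can give. A shift of short abundant transcripts stays open, since the 65 ribosomal protein genes had a median difference between the times of 0.225, beside 0.338 of oxidative phosphorylation. A time-dependent effect of BTEE on mitochondrial genes may equally account for it and was not separated from that shift.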

How the results depend on the processing

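The alternatives that add the spread of sensory receptor genes and average the duplicates were chosen after seeing the data. Axl fell at both times and passed in each alternative fit of the single times, with log2 fold changes of -1.41 to -1.79, but not over both times with duplicates averaged (adjusted p = 0.2282). Of 736 calls among 1034 results of named genes, 720 were kept under quantile normalization, 734 with centred arrays, 646 with the 4 arrays of a comparison, 703 with replicate number as a block, 723 with trend and robust estimation, 590 without moderation, 732 with the mean of probe sets, 609 to 642 without 1 array and 36 with the added spread, and no called gene changed sign but Egln3 and Nsun2 at 6 h, at 0.005 and -0.003 with the mean of probe sets, where a fainter probe set enters the mean. The filter on signal kept 523 of 523 calls. Replicate numbers are not stated to mark pairs, and deviations of like-numbered arrays correlated with r between -0.0011 and 0.0202. Of 36 list calls in 112 results, 33 to 36 were kept in leave-one-out fits, 34 with quantile normalization and 31 with the filter, but 8 with an estimated correlation.

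With a mean log2 signal of at least 6, which tests fewer genes, DEGs numbered 539 lower and 436 higher at 6 h and 413 and 565 at 17 h, DEG symbols 512 and 409 and then 393 and 542, and 47 and 24 at both times, and the correlation of the fold changes was -0.020. By treat, DEGs were 53 and 41 and then 17 and 12, symbols 49 and 41 and then 17 and 13, and 4 and 1 at both times. With a fold over 2, DEGs were 163 and 152 and then 97 and 86, symbols 152 and 140 and then 92 and 84, and 10 and 1 at both times. Both are stricter by construction. Without moderation, 1959 genes were higher at 6 h and 1912 lower at 17 h at an adjusted p under 0.05. With an estimated correlation, camera passed 1 lower and 2 higher lists at 6 h and 1 and 4 at 17 h, and fry, which does not compare a list with other genes, passed 36 and 9 and then 30 and 13. Under quantile normalization the correlation of the fold changes was -0.026, for which the cause was not tested.

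Without 1 array, genes at an adjusted p under 0.05 numbered 1835 to 3120 lower and 1718 to 2905 higher at 6 h and 1389 to 2745 lower and 1548 to 3004 higher at 17 h, where the low values came from leaving out any of the 4 arrays of the comparison; the lone array left in a group is assumed to vary like the others. The correlation of the fold changes was then -0.031 to -0.026. With the added spread, DEGs were 620 and 627 at 6 h and 560 and 680 at 17 h, symbols 590 and 583, then 539 lower at 17 h, and 35 and 21 at both times; at an adjusted p under 0.05, 17 and 9 genes passed at 6 h and 9 and 4 at 17 h, 11 differed between the times and 3148 between control cells of 17 h and 6 h. With duplicates averaged, limma passed 0 lower and 0 higher symbols over both times, beside 501 and 414 at an unadjusted p under 0.05, while camera passed 18 lower and 7 higher lists; the residual of this fit is the difference between the times, which 6651 symbols showed, so its low count does not measure the spread between replicate arrays. Signal over background limits genes at a low log2 signal, where most sensory receptor genes lie.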

Differences from the paper's values

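No test reported in this part was chosen after seeing the data, apart from the look at single probe sets of 2 symbols, which was chosen after seeing the values. For higher DEG symbols with a fold over 2.5, the paper's value is about 11 at 6 h in Figure 4C, read by eye, and the count here was 22. Counts are taken to differ where their ratio is over 1.5. Of the alternatives set before the data were examined, a mean log2 signal of at least 6 (15) and the treat test (13) lay within that ratio of the paper's value, and the other 10 did not. At 17 h, the paper's value is about 5 in Figure 4C, read by eye, and the count here was 10. The minimum signal (5) and treat (4) again lay within that ratio, and the other 10 alternatives did not.

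The paper's fold changes of Sp110 are -1.56 at 6 h and -1.72 at 17 h, and the values here were -1.31 and -1.18. Under every alternative set before the data were examined the values still differed, with -1.43 and -1.42 for the mean of all probe sets. The other probe set of Sp110, with a lower mean log2 signal (12.24 against 15.15), gives -1.56 and -1.72, a comparison chosen after seeing the values.

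The paper's fold change of Pik3c2g at 6 h is 1.53, and the value here was 1.16. This differed under every alternative set before the data were examined, with 1.34 for the mean of all probe sets. The other probe set of Pik3c2g (mean log2 signal 3.57 against 4.48) gives 1.53 at 6 h, a comparison chosen after seeing the values, and -1.33 at 17 h, where the paper's value is 1.7 and the probe set used here matches it.

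The paper could not find an effect of BTEE on Gas6. Here Gas6 fell at 6 h and rose at 17 h, with log2 fold changes of -0.76 (adjusted p = 0.0121) and 0.61 (adjusted p = 0.0273). The 6 h arrays read Gas6 between 4.95 and 5.90, under the log2 signal of 6 used to mark low signal. The paper does not give the assay or time behind its statement on Gas6. The paper places IL1 processing first among pathways of the lower DEGs at both times. The list of 11 such genes passed camera at 6 h, but not with an estimated correlation (adjusted p = 0.0981), and had adjusted p = 0.3483 at 17 h, where 4 of its genes fell. By Fisher's exact test of lower DEG symbols, nearer to the paper's measure, it passed at 6 h (adjusted p = 0.0119) and not at 17 h (adjusted p = 0.0879). The paper names DNA methylation, Notch, WNT and p53 signaling among pathways of the higher DEGs. Camera passed none of these 4 lists at either time, whereas base excision repair passed at 17 h, but not with an estimated correlation (adjusted p = 0.1657). Fisher's exact test of higher DEG symbols passed neither these lists nor base excision repair at either time. The paper tested its own terms, not these lists. The genes of a term may differ from those of a list, so these results do not decide on the paper's enrichments. Differences between its RT-qPCR results and the arrays are given under other observations.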

Other observations

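No test of an explanation is reported in this part. Some genes of multinucleated and bone-resorbing macrophages fell at 6 h. Ocstamp and Dcstamp, transmembrane proteins needed for cell fusion, had log2 fold changes of -1.56 (SE 0.12, adjusted p = 8.33e-04) and -0.91, Atp6v0d2, a proton pump subunit of osteoclasts, -0.44 and Nfatc1, the factor that drives their differentiation, -0.43, while at 17 h Nfatc1 rose by 0.68 (SE 0.08, adjusted p = 0.0022). Of 14 osteoclast genes, 5 fell, 1 rose and 8 did not pass the test (6 fell and 1 rose when adjusted over the list alone) at 6 h, with adjusted p = 0.1111 from camera. At 17 h, 3 fell, 2 rose and 9 did not pass the test (5 fell and 2 rose when adjusted over the list alone), with adjusted p = 0.5014 from camera. In fatty acid synthesis, the desaturase gene Scd1 fell by 1.51 (SE 0.09, adjusted p = 6.01e-04) at 6 h, and Acaca, the carboxylase of the committed step, had -0.60 at 6 h and 0.28 at 17 h. Of 10 such genes, 3 fell, 2 rose and 5 did not pass the test (4 fell and 3 rose when adjusted over the list alone) at 6 h. After 17 h, 2 fell, 1 rose and 7 did not pass the test (2 fell and 2 rose when adjusted over the list alone), with camera's adjusted p = 0.8539 at 6 h and 0.4296 at 17 h. Autophagy genes were mixed: the initiating kinase gene Ulk1 fell by 0.63 (SE 0.14, adjusted p = 0.0172) at 6 h and Ambra1 fell by 0.64 (SE 0.09, adjusted p = 0.0035) at 17 h, while Atg16l1 rose by 0.49. Of 24 such genes, 5 fell, 3 rose and 16 did not pass the test (5 fell and 3 rose when adjusted over the list alone) at 6 h. At 17 h, 5 fell, 9 rose and 10 did not pass the test (5 fell and 9 rose when adjusted over the list alone), with camera's adjusted p = 0.6645 at 6 h and 0.4032 at 17 h. Among glycolysis and hypoxia genes, the lactate exporter gene Slc16a3 rose by 0.64 (SE 0.07, adjusted p = 0.0018) and the mitophagy gene Bnip3 fell by 0.59 at 17 h. Of 26, 1 fell, 5 rose and 20 did not pass the test (1 fell and 5 rose when adjusted over the list alone) at 6 h. After 17 h, 5 fell, 5 rose and 16 did not pass the test (6 fell and 7 rose when adjusted over the list alone), with camera's adjusted p = 0.4422 at 6 h and 0.9778 at 17 h. Targets of the aryl hydrocarbon receptor included falls of Cyp1b1 (-0.60, SE 0.18, adjusted p = 0.0447 at 6 h) and Tiparp (-0.82, SE 0.07, adjusted p = 0.0012 at 17 h). Of 8 targets, 3 fell, 2 rose and 3 did not pass the test (3 fell and 2 rose when adjusted over the list alone) at 6 h. In the 17 h arrays, 2 fell, 1 rose and 5 did not pass the test (3 fell and 1 rose when adjusted over the list alone), with camera's adjusted p = 0.4030 at 6 h and 0.3997 at 17 h.

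The mediator genes that the paper assayed by RT-qPCR, a different assay, read as follows on the arrays. Ccl2 had a log2 fold change of -0.39 (SE 0.07, adjusted p = 0.0099) at 6 h and -0.21 (SE 0.07, adjusted p = 0.0778) at 17 h, Ptgs2, the COX2 gene, 0.02 (SE 0.07, adjusted p = 0.8529) and -0.44 (SE 0.07, adjusted p = 0.0056), and Tnf -0.07 (SE 0.07, adjusted p = 0.5317) and -0.16 (SE 0.07, adjusted p = 0.1544). Of the 6 inflammatory mediators, 3 fell, none rose and 3 did not pass the test (3 fell and none rose when adjusted over the list alone, and 0 rose in limma at an unadjusted p under 0.05) at 6 h, with adjusted p = 0.0284 from camera and adjusted p = 0.1781 with an estimated correlation. After 17 h, 3 fell, none rose and 3 did not pass the test (4 fell and none rose when adjusted over the list alone, and 0 rose in limma at an unadjusted p under 0.05), with adjusted p = 0.0152 from camera and adjusted p = 0.1657 with an estimated correlation. Among anti-inflammatory genes, Il10 fell by 0.55 (SE 0.11, adjusted p = 0.0100) at 6 h and rose by 0.39 (SE 0.11, adjusted p = 0.0337) at 17 h, Socs1 had -0.80 (SE 0.21, adjusted p = 0.0283) and -0.26 (SE 0.21, adjusted p = 0.3897), Atf3 -0.08 (SE 0.07, adjusted p = 0.4594) and -0.07 (SE 0.07, adjusted p = 0.4952), and Ppargc1b -0.05 (SE 0.12, adjusted p = 0.7804) and -0.09 (SE 0.12, adjusted p = 0.6280). Of these 4, 2 fell, none rose and 2 did not pass the test (2 fell and none rose when adjusted over the list alone, and 0 rose in limma at an unadjusted p under 0.05) at 6 h. At 17 h, none fell, 1 rose and 3 did not pass the test (none fell and 1 rose when adjusted over the list alone, and 0 fell in limma at an unadjusted p under 0.05), with camera's adjusted p = 0.1879 at 6 h and 0.9778 at 17 h. Both lists come from the paper. Falls of Ccl2 and Nos2 at 6 h and of Ptgs2 and Il6 at 17 h went the same way as the paper's RT-qPCR. For Tnf and Ppargc1b at 6 h the paper gives no change, and neither passed on the arrays. Some other results differed, in the test or in direction. By RT-qPCR the paper gives Ccl2, Tnf and Atf3 as significantly lower at 17 h. On the arrays their changes were also negative (-0.21, -0.16 and -0.07) but did not pass. It gives Socs1 as tending to rise and Il6 as not expressed at 6 h, whereas both fell on the arrays. The cause of these differences was not tested.

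Among the 1439 sensory receptor genes, 178 fell, 126 rose and 1135 did not pass the test (141 fell and 90 rose when adjusted over the list alone) at 6 h. After 17 h, 129 fell, 122 rose and 1188 did not pass the test (76 fell and 81 rose when adjusted over the list alone), with camera's adjusted p = 0.6183 at 6 h and 0.9775 at 17 h. The authors' deposited p-values lay closer to those of the fit over all 8 arrays than to those of a fit over the 4 arrays of a comparison, with a median absolute difference in log10 p of 0.115 against 0.207 at 6 h and 0.108 against 0.187 at 17 h. Of the genes on the paper's list of common DEGs, 65 lower and 43 higher entries were held here, of which 64 and 43 matched 1 symbol each. Of these, 60 lower and 41 higher were DEGs at both times here, and 62 and 40 had an adjusted p under 0.05 at both times; the study chose them on these arrays, so the counts are not independent evidence.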
